# Polycomb- and REST-associated histone deacetylases are independent pathways toward a mature neuronal phenotype

**DOI:** 10.7554/eLife.04235

**Published:** 2014-09-24

**Authors:** James C McGann, Jon A Oyer, Saurabh Garg, Huilan Yao, Jun Liu, Xin Feng, Lujian Liao, John R Yates, Gail Mandel

**Keywords:** ES cells, REST, Polycomb, poised, histone deacetylase, neuronal, mouse

## Abstract

The bivalent hypothesis posits that genes encoding developmental regulators required for early lineage decisions are poised in stem/progenitor cells by the balance between a repressor histone modification (H3K27me3), mediated by the Polycomb Repressor Complex 2 (PRC2), and an activator modification (H3K4me3). In this study, we test whether this mechanism applies equally to genes that are not required until terminal differentiation. We focus on the RE1 Silencing Transcription Factor (REST) because it is expressed highly in stem cells and is an established global repressor of terminal neuronal genes. Elucidation of the REST complex, and comparison of chromatin marks and gene expression levels in control and REST-deficient stem cells, shows that REST target genes are poised by a mechanism independent of Polycomb, even at promoters which bear the H3K27me3 mark. Specifically, genes under REST control are actively repressed in stem cells by a balance of the H3K4me3 mark and a repressor complex that relies on histone deacetylase activity. Thus, chromatin distinctions between pro-neural and terminal neuronal genes are established at the embryonic stem cell stage by two parallel, but distinct, repressor pathways.

**DOI:** http://dx.doi.org/10.7554/eLife.04235.001

## eLife digest

When an embryo is developing, genes are switched on or off at different times, for many different reasons. Many of these genes are switched off, or repressed, by making the DNA inaccessible to the various proteins and molecules that control gene activity. This is achieved by altering the way that the DNA is packaged into a compacted structure called chromatin. A host of proteins modify the structure of chromatin: it can be made more tightly packaged, which keeps genes switched off; or it can be made more loosely packaged, which allows the genes within to be accessed and switched on.

The stem cells in an embryo are able to give rise to many different types of specialized cell. Genes that determine which cell type a stem cell will eventually become are often kept in a so-called ‘poised’ state, and have chromatin modifications that encourage genes to be switch on, as well as modifications that switch genes off. Current thinking is that this poised state allows these genes to be switched on or off rapidly in response to the signals that the cell receives during development.

The only known protein complex that causes the chromatin to become more compacted in this poised state is the Polycomb complex. This complex binds to specific regions of DNA and is thought to allow stem cells to remain able to become different cell types by repressing the genes required for adopting a specialized cell fate. However, it is unclear if this poised state also regulates those genes that control the final stages of a cell becoming a specific cell type.

McGann et al. investigated genes that are involved in the final stages of a nerve cell's development. These genes are regulated by another protein called REST, which acts to repress the genes in non-neuronal cells. McGann et al. found that the genes that are regulated by REST in embryonic stem cells from mice also have their chromatin modified in two contrasting ways. Some of the modifications are linked to switching genes on, while others are linked to keeping genes switched off. Thus these genes are also in a poised state. However, for these genes, this state is acquired without the activity of the Polycomb complex.

The results of McGann et al. show that two similar, but distinct, mechanisms keep the genes required for the early and the late stages of nerve cell development in a poised state. If this poised state aids the development of other cell types (for example muscle or fat cells), uncovering how it is achieved could improve our ability to direct stem cells to develop into specific cell types and tissues.

**DOI:** http://dx.doi.org/10.7554/eLife.04235.002

## Introduction

Undifferentiated pluripotent cells present a unique dilemma with regard to gene regulation; genes that promote differentiation must be repressed to maintain pluripotency, yet this repression must be reversible to allow for rapid response to developmental cues. The repressed status, often referred to as poised, is conferred by epigenetic modifications established at loci encoding developmental regulators. Specifically, global histone modification patterns in embryonic stem cells (ESCs) have revealed the coexistence of trimethylation of histone H3 at lysines 4 and 27 (H3K4me3 and H3K27me3) at promoters of genes encoding key lineage-determining factors (Bernstein et al., 2006). This dual chromatin status has been termed bivalence to reflect the juxtaposition of modifications typically associated with functionally active and transcriptionally repressed promoters, respectively. The H3K27me3 mark is established by the methyltransferase EZH2 within the Polycomb Repressor Complex 2 (PRC2) (Pengelly et al., 2013), which effectively provides a counterbalance to factors that promote H3K4me3 and active expression (Bernstein et al., 2006). This PRC2-dependent state has been proposed as a universal mechanism to confer pluripotency by controlling all developmental lineages, but its application to the neuronal lineage has not been tested rigorously. This is of interest because for most lineages the key developmental regulators are activators, while in the neuronal lineage a key regulator is the transcriptional repressor REST (NRSF).

Specifically, REST is a master developmental regulator that controls a large suite of genes that encode proteins critical for neuronal maturation, such as cellular migration, axonal pathfinding, and synaptic transmission (Johnson et al., 2007, 2008; Otto et al., 2007). Further, REST is expressed at very high levels in embryonic stem cells, contrary to other developmental regulators. A global REST knockout results in embryonic lethality, pointing to an essential function for REST in general embryonic development following the ESC stage (Chong et al., 1995; Schoenherr and Anderson, 1995). In neural progenitors, REST levels decrease until it completely leaves the chromatin at terminal differentiation of most neurons. Preventing its dismissal from chromatin delays greatly neuronal maturation in vivo (Mandel et al., 2011) and alters neural progenitor pool identities in vitro (Covey et al., 2012). In stem/progenitor cells, developmental genes required for neuronal lineage decisions are repressed, including pro-neural and REST-regulated genes (Buckley et al., 2009, Ballas et al., 2005), but whether the mechanisms that regulate these classes of genes are the same or different remains an open question.

Prior studies have shown an important role for PRC2 repression on poised genes of multiple lineages. On the one hand, although the terminal neuronal genes regulated by REST are poised in stem cells, REST is itself a repressor and may not require the additional repression mechanism of Polycomb. On the other hand, the non-coding RNA (ncRNA) HOTAIR has been shown to act as an adapter between the core PRC2 component EZH2 and the REST co-factor Kdm1a (Tsai et al., 2010), suggesting a connection between PRC2 and REST in ESCs. In addition, other groups have observed biochemical interaction between REST and PRC2 members (Dietrich et al., 2012; Mozzetta et al., 2014) and recruitment of H2K27me3 to RE1 sites (Arnold et al., 2013). Therefore, we performed three studies to test directly for the existence of a functional relationship between PRC2 and REST in ESCs. First, we performed a mass spectrometric analysis of REST complexes to identify ESC-specific co-factors in an unbiased manner. Second, we asked whether REST-occupied neuronal genes were marked by H3K27me3, and furthermore, whether PRC2 activity was compromised in *Rest*^*−/−*^ ESCs. Finally, exploiting a *Rest*^*−/−*^ ESC line, we examined the consequences of the loss of REST on chromatin marks and gene expression.

## Results

### REST complexes purified from ESCs

Previous studies of REST-interacting proteins in ESCs used a candidate approach and focused on co-factors characterized in differentiated cells (Ballas et al., 2005; Yu et al., 2011). In the current study, we considered the possibility that ESC-specific co-factors might be involved in regulatory mechanisms of REST that were unique to pluripotent cells. To test this idea we performed a mass spectrometric analysis of REST complexes using a mouse ESC line that stably expressed both the biotin conjugating enzyme, BirA (Kim et al., 2009), and REST tagged with a biotin acceptor sequence. The stable line expressed approximately five-fold higher levels of REST than normal ESCs with no differences in pluripotency markers compared to WT cells (not shown). Multidimensional Protein Identification Technology (MudPIT) analysis was performed on three independent streptavidin purifications. Proteins that were co-purified with REST in at least two of three pull-downs and were weakly represented, if at all, in the BirA control pull-downs are shown in Table 1. None of the known epigenetic regulators identified as co-factors by mass spectrometry were specific to ESCs. However, we did identify almost all known REST co-factors including CoREST1 and Sin3a as well as the chromatin modifying enzymes, HDAC1 and 2, Kdm1a and G9a/Glp, and the G9a-associated adaptors CDYL and WIZ1, all of which have been shown biochemically to be present within REST complexes in terminally differentiated cell types (Andres et al., 1999; Grimes et al., 2000; Hakimi et al., 2002; Roopra et al., 2004; Mulligan et al., 2008), thus validating our approach. We noted that an additional CoREST family member, CoREST2, was also present in the pull-downs. We confirmed the presence of CoREST2, as well as a subset of other co-factors, at RE1 sites in ESCs by chromatin immunoprecipitation (ChIP, Figure 1—figure supplement 1). We also identified several new factors, some with known functions (Smarca5, Mdc1) and some with no known function (D1Pas1, Table 1). In contrast to these factors, components of the Polycomb repressor complexes were not identified according to our criteria. It was possible that the specific conditions used to generate the whole-cell extracts used in the MudPIT analysis precluded identification of Polycomb proteins. Therefore, we repeated mass spectrometry analysis on streptavidin pull-downs from nuclear extracts (Abmayr et al., 2006). Under these conditions, we did identify the PRC2 complex members Suz12 (3 and 4 peptides in BioT REST pull-down replicates, 0 and 0 peptides in Control) and Ezh2 (3 and 5 peptides in BioT REST, 0 and 0 peptides in Control). Co-immunoprecipitation analysis using nuclear extract confirmed only the Suz12 interaction, as well as the interactions with known REST co-repressors (Figure 1—figure supplement 2A). Importantly, however, the members of the PRC2 complex required for the methyltransferase activity, Ezh2, and for complex formation, Eed (Montgomery et al., 2005), were both absent from the co-immunoprecipitation (Figure 1—figure supplement 2A). These results indicate that REST protein does not interact with an enzymatically active PRC2 complex in ESCs. To supplement this proteomic approach, and as an independent test for the role of PRC2 members in REST regulation, we used a genome-wide ChIP-seq approach.

**Table 1.** Co-factors identified within REST complexes were purified from ESCs **DOI:** http://dx.doi.org/10.7554/eLife.04235.003 10.7554/eLife.04235.004Table 1—Source data 1.REST-bound genomic regions with repeated consensus RE1 motifs.Columns list the chromosome and base pair coordinates (Region Start & Region End) of the REST-binding domain identified by PeakRanger analysis of ChIP-Seq read distribution. RE1 Start and RE1 End columns give the coordinates corresponding to the positions of individual RE1 motifs found by FIMO within the corresponding region. Orientation column lists whether the RE1 motif is on the forward (+) or reverse (−) DNA strand, and the p-value column gives the calculated log-odds score from the comparison of a discovered motif to a position weighted matrix corresponding to the full consensus RE1 motif.**DOI:** http://dx.doi.org/10.7554/eLife.04235.004

Functional		Experiment 1		Experiment 2		Experiment 3	
category	Gene	BioT REST	Control	BioT REST	Control	BioT REST	Control
Bait	REST	41		37		27	
Corepressor	Rcori	4		8		4	
	Rcor2	8	2	19	3	8	
	Sin3a	8		11		6	
Histone tail	HDAC1	11		12		7	3
modifying	HDAC2	7		9	2	4	
enzyme	LSD1	18		26		21	3
	Prmt5	2		2		2	
	Wdr5	3		2			
	Ehmt2/G9a	5		18		8	
	Ehmti			4		6	
	Wiz			4		6	
Adaptor	Cdyl	5		5		3	
	Cdyl2	3		3			
Chromatin	Smarca5	3		4		5	2
remodeler	Supt16h	3		4	4	6	
	Ssrpi	3				2	
Other	Gata2b	3				2	
repressor	MBD3			2		4	
F-box	Fbxwi 1	2		9		4	
protein	Btrc	2		6			
Transposase	Lin28A			4		2	
	Trim71	2		2			
DNA	Mdd	2				2	
binding	Bclafi	2				2	
	Utf1	2				3	
Unclear	Bxdc2	2		2		3	
	D1Pas1	8		4		11	
	Gcdh	3		6		2	
	Pdcd11	2		4		2	
	Pop1	2		2		2	
	Wwox	2		4			
	Pura			3		2	
	Dimti	2		2			

Proteins are listed were identified in all streptavidin purifications of biotin-tagged REST (3 out of 3) but not represented in more than one of the negative control samples. Columns list the functional category, protein symbol, and the number of unique peptides detected in REST and negative control purifications.

### The majority of REST-occupied sites, including promoters, are regulated independently of PRC2

A Polycomb complex was not represented in our analysis of REST complexes, but it was possible that the streptavidin pull-downs might not co-purify ncRNA-mediated associations. Therefore, we compared the genomic distributions of REST and H3K27me3 enrichment to determine whether PRC2 is recruited to REST-bound sites in ESCs. 2136 genomic regions targeted by REST were identified by our ChIP-seq in mouse ESCs, which is comparable to prior REST ChIP-seq studies in human T cells (Johnson et al., 2007) and a different mouse ESC line (Johnson et al., 2008). The DNA sequence of REST-bound regions was analyzed and 96.6% (2064 REST-bound sites) contained either the complete or partial consensus RE1 sequence motif (Otto et al., 2007) (Figure 1—figure supplement 3B). This sequence analysis also showed that the RE1 sequence is the central determinant for REST recruitment because regions with the highest enrichment contained multiple repeats of complete RE1 sites aligned with the same strand orientation (Zhang et al., 2006; Jothi et al., 2008) (Figure 1—figure supplement 3A). Conversely, regions that contained a single right half of the RE1 motif were associated with low levels of enrichment (Otto et al., 2007) (Figure 1—figure supplement 3A). REST-binding and relative enrichment indicated by ChIP-seq were confirmed by ChIP-quantitative PCR analysis for a subset of loci (Figure 1—figure supplement 3C). Although ncRNA-mediated interactions linking REST to PRC2-bound chromatin have been proposed (Tsai et al., 2010), the strong correlation between REST-binding and RE1 DNA sequences suggests that any alternative mechanisms of stable recruitment to chromatin were not prevalent in ESCs. This did not preclude, however, the inverse possibility that REST could recruit PRC2 to chromatin adjacent to RE1 sites. However, assessment of H3K27me3 domains showed that only a small minority (∼3%) of REST-bound sites were associated with significant enrichment of H3K27me3 relative to input, and only 0.5% of H3K27me3-enriched domains were associated with REST binding (Figure 1A). Even if the effective footprint of REST sites was extended 1 kb in both directions, the proportion overlapping with H3K27me3 peaks was only 12.6% of REST peaks and 2.3% of H3K27me3 peaks. Furthermore, our own analysis of ChIP-seq results published previously show that the PRC2 factors Suz12 and Ezh2 bind at extremely low levels, if at all, at REST sites relative to sites of H3K27me3 enrichment (Figure 1—figure supplement 2B). None of these data sets supports a strong functional connection between these distinct complexes, or between RE1 sites and PRC2, in ESCs.

**Figure 1.**
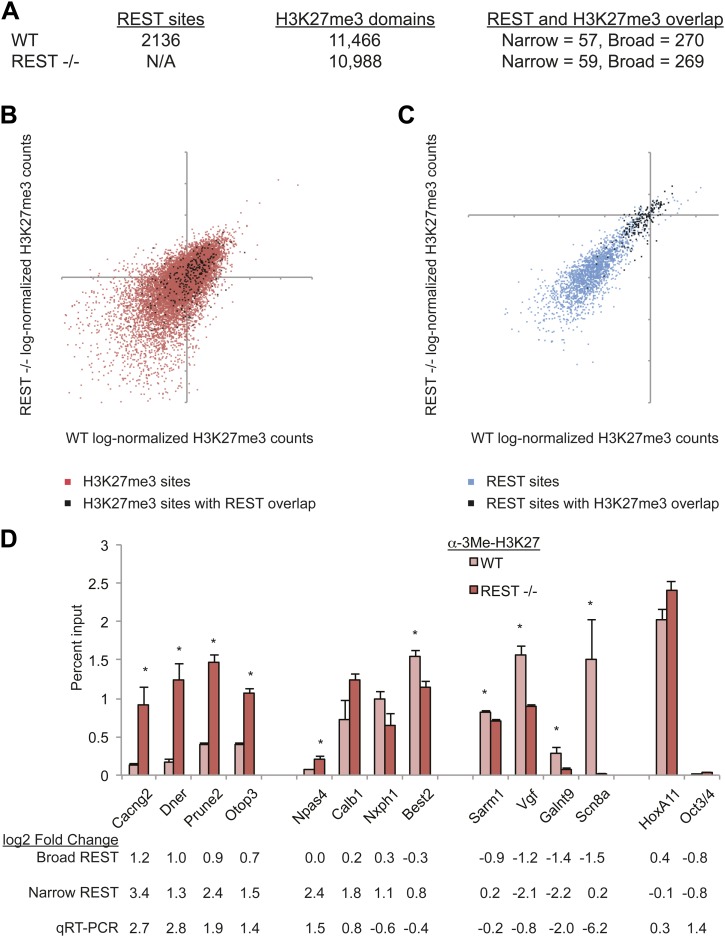
PRC2 establishes H3K27me3 in ESCs independent of REST repression. (**A**) A limited number of REST-occupied sites are associated with domains of H3K27me3 enrichment in ESCs, even if defined more broadly (+/− 1 kb). (**B**) H3K27me3 levels are stable in *Rest*^*−/−*^ ESCs in the majority of regions targeted by PRC2. The scatter-plot shows the relative enrichment of H3K27me3 ChIP-Seq signal in wild type (WT, x-axis) and *Rest*^*−/−*^ ESCs (y-axis) at regions targeted by PRC2 in WT ESCs. (**C**) As in (**B**), but at identified REST-binding sites. (**D**) Chromatin immunoprecipitation analysis showing H3K27me3-enrichment changes at RE1 sites near PRC2-targeted regions in WT and *Rest*^*−/−*^ ESCs (* indicates p < 0.05), normalized for H3 density. **DOI:** http://dx.doi.org/10.7554/eLife.04235.005

**Figure 1—figure Supplement 1.**
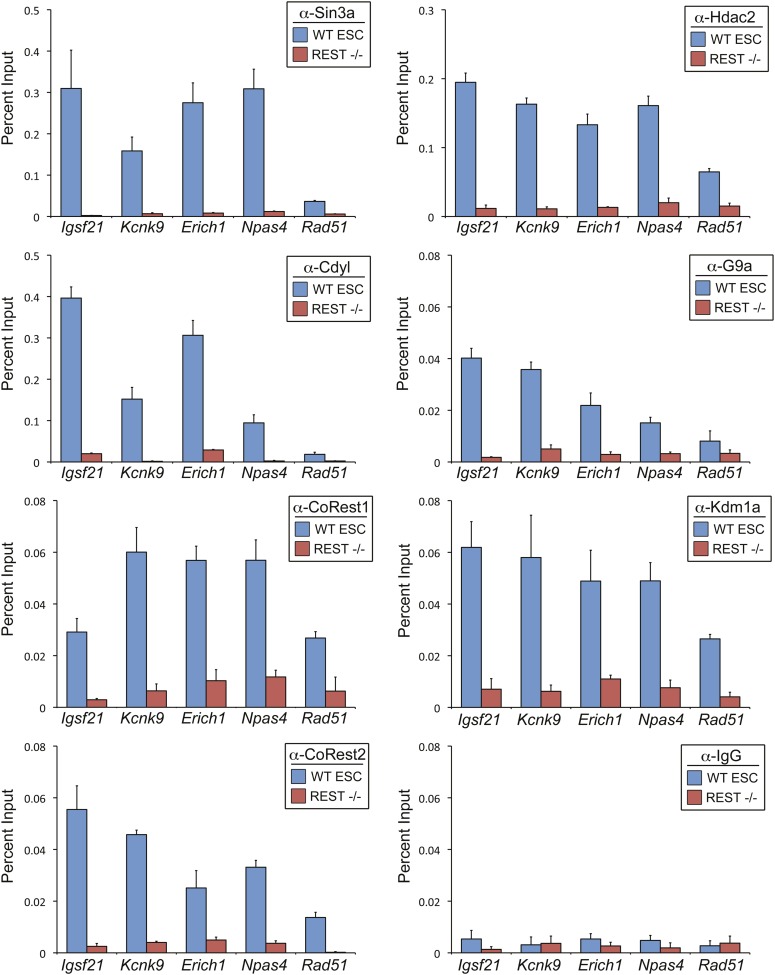
REST is required for recruitment of co-factors to RE1 sites in ESCs. ChIP assays were performed in WT and *Rest*^*−/−*^ ESCs using antibody against Sin3a, Cdyl, CoREST1, CoREST2, Hdac2, G9a, and Kdm1a to compare recruitment of endogenous co-factors at the RE1 sites near *Igsf21*, *Kcnk9*, *Erich1*, *Npas4*, and *Rad51*. ChIP assays done in parallel with normal rabbit IgG are included as a negative control. **DOI:** http://dx.doi.org/10.7554/eLife.04235.006

**Figure 1—figure Supplement 2.**
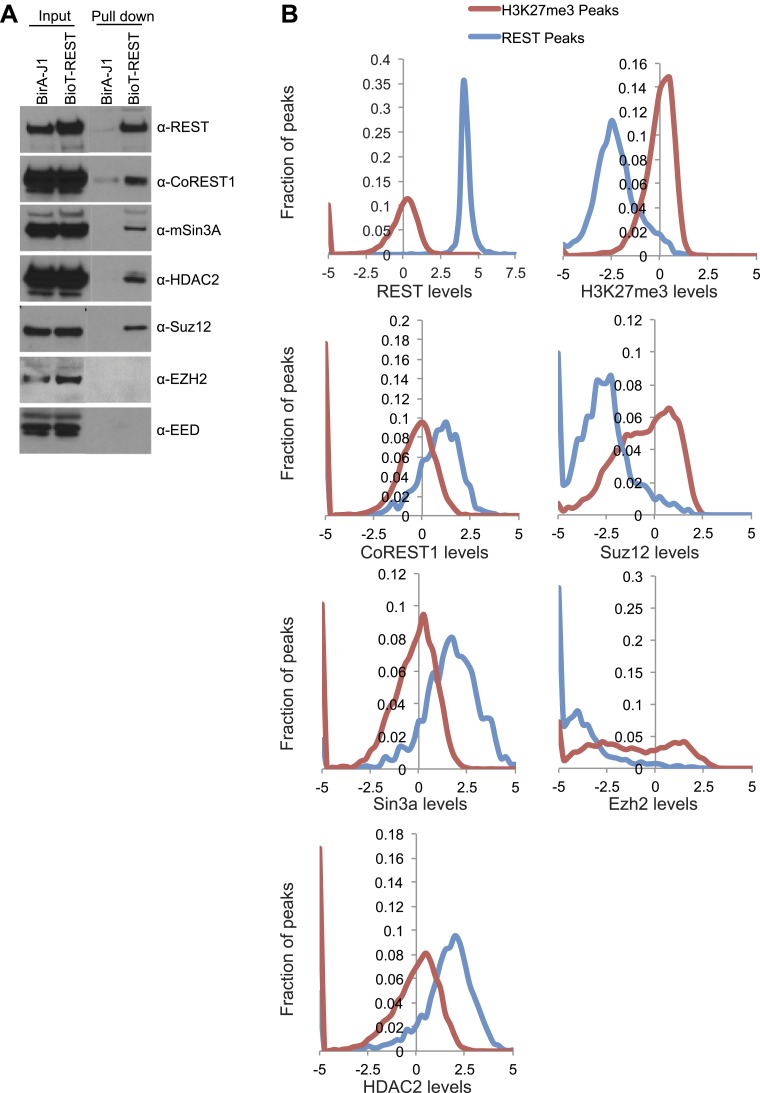
Detection of REST binding to PRC2 members is biochemically possible, but a true interaction is unlikely. (**A**) Immunoprecipitation was performed with streptavidin beads from biotin-tagged REST ESCs or BirA control ESCs and the demarcated proteins were assayed by Western blot. (**B**) Previously published ChIP-seq data sets were interrogated over H3K27me3 peaks and REST peaks normalized to the signal found at the H3K27me3 peaks. **DOI:** http://dx.doi.org/10.7554/eLife.04235.007

**Figure 1—figure Supplement 3.**
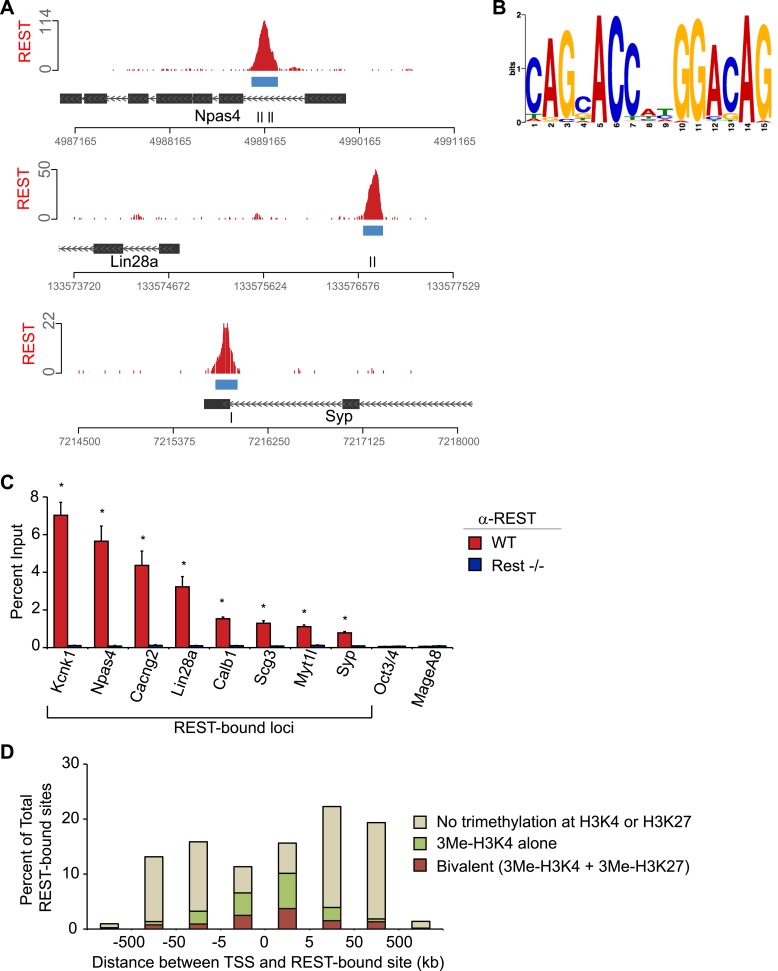
Characteristics of REST-bound loci. (**A**) Regions with multiple RE1 motifs show a strong association with REST. REST ChIP-Seq data displayed as sequence tags aligned to the mouse genome assembly (mm9) viewed in the UCSC genome browser. Green and red hash marks represent sequences matching the forward and reverse strands, respectively. Consensus RE1 sequence motifs are indicated by black hash marks. All views are shown at an equal size relative to the scale bar. (**B**) FIMO definition of the RE1 motif was derived from ChIP-seq peaks. (**C**) Relative enrichment of REST measured by ChIP-Seq was confirmed by ChIP-qPCR. ChIP assays were performed using antibody raised against a peptide corresponding to a fragment of mouse REST in WT (red bars) and *Rest*^*−/−*^ (blue bars) in ESCs at regions associated with RE1 motifs and regions lacking an RE1 site (*Oct4* and *MageA8*). (**D**) REST targets associated with trimethylation of histone H3K4 or H3K27 enrichment are preferentially localized near gene promoters. Graph shows the percentage of REST-bound regions that overlap with domains of the bivalent histone modification pattern consisting of H3K4me3 and H3K27me3 enrichment (red bars), H3K4me3 enrichment alone (green bars), or without overlap to either modification (tan bars). **DOI:** http://dx.doi.org/10.7554/eLife.04235.008

**Figure 1—figure Supplement 4.**
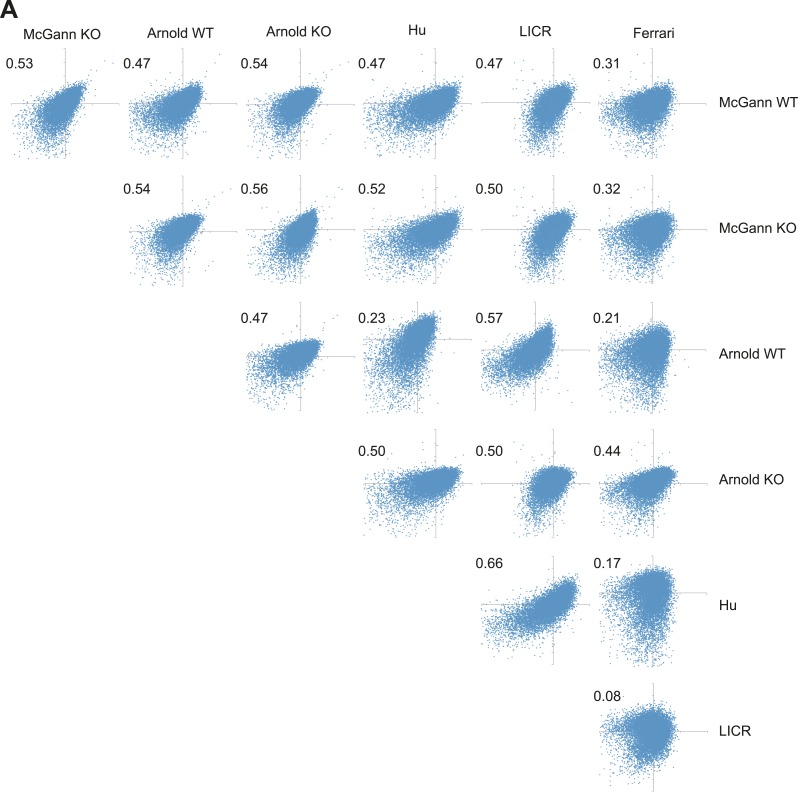
H3K27me3 levels from WT and *Rest*^*−/−*^ ESCs are as similar as H3K27me3 levels from different published reports. (**A**) Normalized enrichment values for H3K27me3 at defined H3K27me3 peaks were derived from several previously published data sets and plotted against one another. Numbers indicate Pearson coefficient. **DOI:** http://dx.doi.org/10.7554/eLife.04235.009

**Figure 1—figure Supplement 5.**
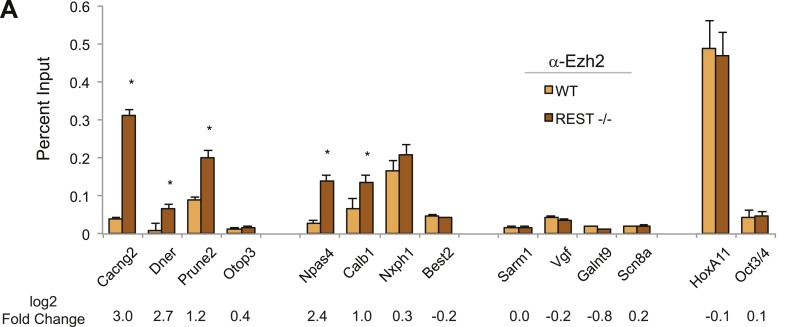
Ezh2-enrichment at REST-bound loci. (**A**) Ezh2 occupancy was increased at RE1 sites within H3K27me3 domains that gained H3K27me3 in the absence of REST. ChIP assays were performed with anti-Ezh2 to compare enrichment at RE1 sites between WT (light orange) and *Rest*^*−/−*^ (dark orange) ESCs. **DOI:** http://dx.doi.org/10.7554/eLife.04235.010

Despite the limited association between H3K27me3 enrichment and REST binding, we asked whether promoters targeted by both repressive mechanisms (REST and PRC2) represented specific gene classes, because H3K27me3 marks several key developmental factors in ESCs. The dual PRC2/REST-occupied genes were primarily canonical REST-regulated mature neuronal genes rather than pro-neural or developmental genes per se, and therefore showed no ontological category enrichment (data not shown). Developmental regulators of multiple lineages, such as Cdx4 and Runx1, which are associated with the bivalent marks H3K27me3 and H3K4me3 (Mikkelsen et al., 2007), similarly showed no gene ontology differences between those occupied by REST and those that were not. These results suggest that there exists no specific functional class of genes that is regulated by REST and Polycomb in tandem.

To determine whether PRC2 activity at REST-occupied sites, when it did occur, was dependent on REST binding, we asked whether H3K27me3 was lost from these regions in *Rest*^*−/−*^ ESCs. We integrated the ChIP-seq signal across both narrow REST-binding domains and across a continuous broad domain to avoid nucleosome occupancy fluctuations due to loss of REST binding. By this analysis, we found that levels of H3K27me3 at defined H3K27me3 sites were largely maintained (Figure 1B, Pearson's coefficient = 0.53). The changes observed between WT and *Rest*^*−/−*^ ESCs were very similar to those observed between WT data sets published previously (Figure 1—figure supplement 4). Specifically, we found that >95% of H3K27me3-enriched regions associated with REST-bound sites in WT cells were also enriched for H3K27me3 in *Rest*^*−/−*^ ESCs (Figure 1A and C, Pearson's coefficient = 0.85). The number of H3K27me3-overlapping domains was also essentially the same between wild-type and REST knockout ESCs (Figure 1A). Similar results were observed when only REST sites within 5 kb of gene promoters were analyzed (data not shown). In the small number of instances where H3K27me3 levels did change, some genes lost H3K27me3 in *Rest*^*−/−*^ ESCs, including Scn8a, Galnt9, and Vgf (Figure 1D and Table 2), while other genes, including Dner, Otop3, and Cacng2, gained H3K27me3 (Figure 1D and Table 2). The losses and gains were validated by quantitative ChIP-PCR (Figure 1D). The HoxA11 and Oct4 genes, which are not bound by REST in ESCs, represent positive and negative controls for the H3K27me3 mark, respectively. The occupancy of EZH2 at these same regions was altered similar to H3K27me3 (Figure 1—figure supplement 5). These results taken together indicated that REST was not required for establishment or maintenance of H3K27me3, throughout the genome generally or at loci targeted by REST specifically. However, in a very limited number of cases, H3K27me3 was lost in *Rest*^*−/−*^ ESCs, reflecting either direct or indirect influence of REST on PRC2-binding. The increase in H3K27me3 at select sites may reflect block of PRC2 binding by REST due to close proximity of their binding sites. Why certain dually occupied genes lost or gained H3K27me3 in response to loss of REST was not obvious based on the function of the encoded proteins, but could be related to the timing of expression in vivo.

**Table 2.** REST-associated genes with significant changes in H3K27me3 levels were measured in *Rest*^*−/−*^ ESCs **DOI:** http://dx.doi.org/10.7554/eLife.04235.011

Gene Symbol	Gene Name	Change in ***Rest***^−/−^ **ESC**
Prune2	Prune homolog 2	2.1
Fosb	FBJ osteosarcoma oncogene B	2.0
Mast1	Microtubule associated serine/threonine kinase 1	1.8
Celf4	Bruno-like 4, RNA binding protein	1.7
Kiaa1152	Uncharacterized protein C14orf118 homolog	1.7
Dner	Delta/notch-like EGF-related receptor	1.6
Cacng2	Stargazin	1.6
Bdnf	Brain derived neurotrophic factor	1.6
Hes3	Hairy and enhancer of split 3	1.6
Otop3	Otopetrin 3	1.5
A330050F15Rik	Uncharacterized protein LOC320722	1.5
Skor2	SKI family transcriptional corepressor 2	1.4
Nmnat2	Nicotinamide nucleotide adenylyltransferase 2	−1.3
Cnnm1	Cyclin M1	−1.3
Cabp1	Calcium binding protein 1	−1.5
Kcnb1	K^+^ voltage gated channel, Shab-related subfamily	−1.6
Celsr3	Flamingo homolog 1	−1.7
Mapt	Microtubule-associated protein tau isoform a	−1.7
Bsn	Bassoon	−2.2
Vgf	VGF nerve growth factor inducible	−4.4
Sarm1	Sterile alpha and TIR motif containing 1	−12.1
Galnt9	Polypeptide Gal NAc transferase 9	Loss
Smpd3	Sphingomyelin phosphodiesterase 3	Loss
Scn8a	Na^2+^ voltage-gated channel, type VIM, alpha	Loss

List of genes located near REST bound regions that were associated with PRC2 in WT ESCs and showed a significant difference in H3K27me3 enrichment relative to *Rest*^*−/−*^ ESCs.

### Chromatin marks at the REST-binding site provide a signature for neuronal genes in ESCs

Although the above experiments ruled out a major role for PRC2 in REST-regulated repression, our mass spectrometry results using whole-cell extracts revealed three histone modifying enzymes in the purified REST complex that are often associated with repression: the histone H3K9 methyltransferase, G9a, histone deacetylases (HDACs) 1 and 2, and the histone H3K4me1/2 demethylase, Kdm1a. Chromatin immunoprecipitation analysis showed that G9a recruitment was lost at RE1 sites in *Rest*^*−/−*^ ESCs (Figure 1—figure supplement 1), and we observed a significant reduction in the levels of H3K9me2 in the region of the RE1 sites in 12/16 genes (Figure 2A). Two control genes expressed in ESCs but lacking RE1s did not show any change (Figure 2A). Consistent with the above findings, there was no correlation between changes in H3K9me2 in WT and *Rest*^*−/−*^ ESCs and changes in H3K27me3 (R^2^ = 0.002), again underscoring the independence of REST and PRC2 in chromatin remodeling.

**Figure 2.**
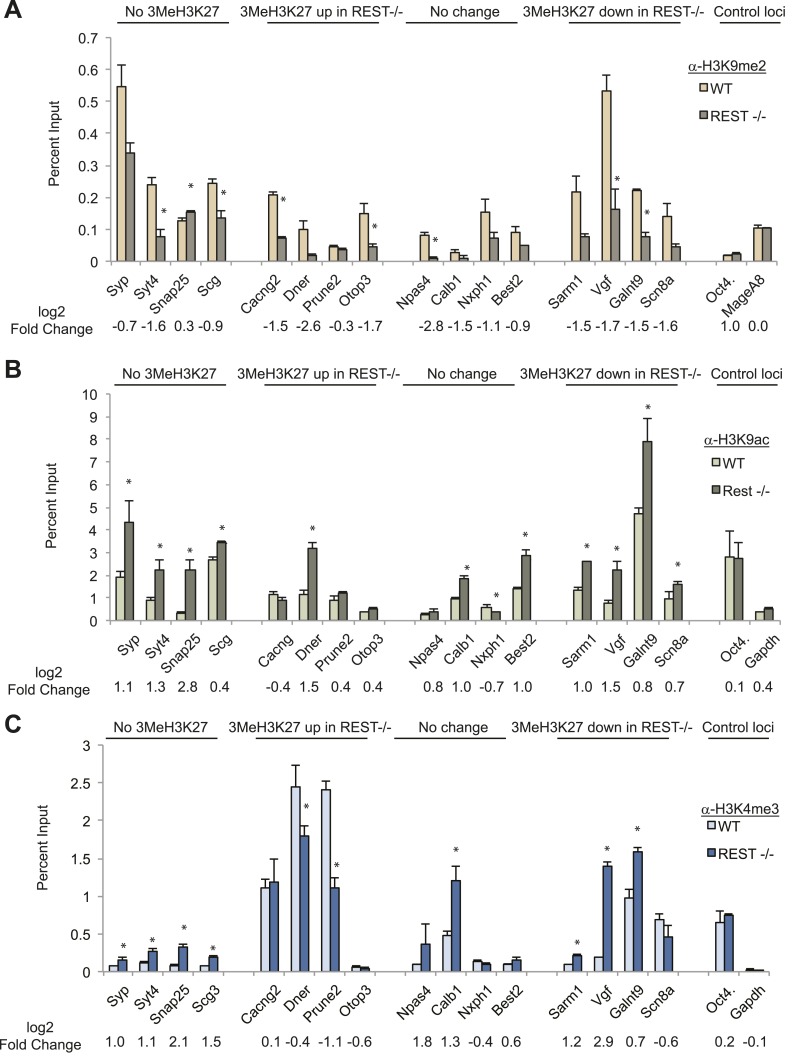
Chromatin modification changes due to loss of REST. (**A**) REST-dependent establishment of 2Me-H3K9, measured by ChIP, is impaired at RE1 sites in *Rest*^*−/−*^ ESCs irrespective of changes in H3K27me3 levels. Oct4 and MageA8 are genes expressed in ESCs that lack RE1 sites. (**B**) Increased histone acetylation is detected at most RE1-associated promoters in the absence of REST, irrespective of changes in H3K27me3 levels. *Oct4* and *Gapdh* promoter regions are expressed in ESCs and lack RE1 sites. (**C**) H3K4me3 enrichment is increased at most RE1-associated promoters in *Rest*^*−/−*^ ESCs, independent of H3K27me3 levels (* indicates p < 0.05). **DOI:** http://dx.doi.org/10.7554/eLife.04235.012

The presence of HDACs in the REST complex predicted increased H3K9ac enrichment at RE1 sites in *Rest*^*−/−*^ ESCs, which we observed in 11/16 analyzed genes, with no change in the controls that lacked RE1 sites (Figure 2B). Importantly, there was no correlation between enrichment of H3K9ac and gain or loss of H3K27me3 (R^2^ value = 0.056) due to the loss of REST.

Although MLL proteins were not present in the REST immuno-complex, we tested for the presence of the H3K4me3 mark because it is associated with active or ‘poised’ promoters in ESCs in opposition to H3K27me3 (Bernstein et al., 2006) or REST (Ballas et al., 2005). Of 16 genes containing RE1 sites, H3K4me3 was increased significantly in eight of them in *Rest*^*−/−*^ ESCs, independent of the presence of the H3K27me3 mark and whether it was altered by the loss of REST (Figure 2C; R^2^ = 0.029). Thus, in the context of the bivalent hypothesis, although Polycomb is not an active component for REST-regulated genes, the presence or absence of the H3K4me3 mark may be an important aspect of the chromatin signature orchestrated by REST. As further evidence for this, we found that 37% (441/1202) of REST sites within 20 kb of target genes overlapped with H3K4me3 peaks, a number that increased to 62% for those REST sites within 5 kb of the TSS (417/617).

### REST-dependent H3K4me3 changes in ESCs coincide with changes in neuronal gene expression

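Total RNA of mouse ESCs was sequenced in 4 libraries, 2 biological replicates of WT ESCs and 2 of Rest−/− ESCs, in which the gene encoding REST is disrupted. The authors mapped the reads with Subread, assigned them to genes with featureCounts and deposited the counts for 26301 Entrez gene identifiers without normalization. The genome build and annotation behind the counts, and whether the counting used strand, are not named in the paper's text, so overlapping and antisense genes were not told apart. The WT libraries held 30953863 and 27061056 counts on genes, and the Rest−/− libraries held 25461270 and 22293966. A gene was taken as detected above 3 counts, a floor of 0.0969 and 0.112 CPM (counts relative to library size, as edgeR computes them) in the WT libraries and of 0.116 and 0.135 CPM in the Rest−/− libraries. Counts were scaled with edgeR's TMM method, and the 15444 genes that passed edgeR's filterByExpr were compared between the genotypes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Values given within a replicate number compare Rest−/− replicate 1 with WT replicate 1 and replicate 2 with replicate 2, as differences of log2(CPM + 0.5) without a test. Rest itself, on chromosome 5 of NCBIM37 (mm9) from 77694516 to 77715457, had 7908 and 6233 counts in the WT libraries and 4244 and 3890 in the Rest−/− libraries. This was 244 ± 16.1 CPM (SD, n = 2) in WT and 169.9 ± 8.03 CPM (SD, n = 2) in Rest−/− ESCs. Its log2 fold change was -0.52 (standard error 0.13), with an adjusted p of 0.526 from edgeR's quasi-likelihood test. The difference was -0.64 within replicate 1 and -0.41 within replicate 2. The spread between replicate numbers limits what that test can call, so it does not show that Rest was unchanged. The counts are sums over the whole gene and do not show which of its exons the reads cover.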

To determine the functional consequences of chromatin modification changes due to the loss of REST repression, we performed RNA-seq on transcripts from WT and *Rest*^*−/−*^ ESCs. 

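Among the 15444 genes tested, 9 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 8 of them higher and 1 lower in Rest−/− ESCs. The number and the balance of higher and lower calls depended on the test and the model. With the replicate number in the model as a block, 1308 genes were higher and 1313 lower, but no link between same-numbered libraries is stated. With edgeR's exact test, 203 genes were higher and 71 lower under tag-wise dispersion, and 246 were higher and 97 lower under common dispersion, the 2 dispersion estimates the paper names. Of the genes that the paper's figures and Table 2 name as bound by REST, 33 were tested and 29 of these were higher in Rest−/− ESCs, with a median log2 fold change of 0.95. Within replicate 1 the median was 0.83 and within replicate 2 it was 0.75. Scg3 and Vgf passed the threshold over all genes, and 13 genes passed when adjusted over the list alone. The list was higher as a set in camera with a preset correlation (p = 2.4e-34), in camera with an estimated correlation (p = 0.00501) and in fry (p = 0.000631). Scg3, on chromosome 9 of mm9 from 75491071 to 75531803, rose from 28 and 29 counts in the WT libraries to 2282 and 1965 in the Rest−/− libraries, a log2 fold change of 6.47 (standard error 0.21, adjusted p = 0.0274 from edgeR's quasi-likelihood test). With each library left out in turn, its log2 fold change lay between 6.34 and 6.61.
The paper reports 2136 REST regions. Its supplementary list, described there as regions with repeated RE1 motifs, could be read here only in part, 756 regions, so no set was tested from it. Instead, mm9 was searched for the RE1 motif of Figure 1—figure supplement 3B, and 1304 matches to all 12 of its informative positions were found. Of the tested genes, 641 had such a match within 20 kb of an annotated transcription start site. Their median log2 fold change was 0.11, against -0.0083 for the other 14803 tested genes, and 63.5% of them were higher in Rest−/− ESCs. The median lay above those of all 10000 random lists matched on mean expression. Within replicate 1 and replicate 2 it was 0.12 and 0.091. It moved with WT replicate 2, without which it was 0.20. Camera with a preset correlation gave p = 1.3e-07 and fry gave p = 0.0282, while camera with an estimated correlation gave p = 0.0568. For the 104 genes with a match within 1 kb, the median was 1.1 and 85.6% were higher, and camera with a preset correlation (p = 4.7e-46), camera with an estimated correlation (p = 0.00241) and fry (p = 0.00113) were all under the threshold. When 1 mismatch was allowed, 6429 genes had a match within 20 kb and their median was 0.016 (camera with a preset correlation, p = 0.169), above those of all 10000 random lists matched on mean expression. Only Chrnb2, with a match 167 bp from its start site, passed the threshold over all genes among the 641. Scg3, Vgf and Unc13a also passed it but lie outside the 641. REST regions in the part of the paper's list that was read overlap their start sites. The other tested genes therefore include REST-bound genes. Adjusted over the list alone, 29 of the 641 did.

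**Figure D1:**
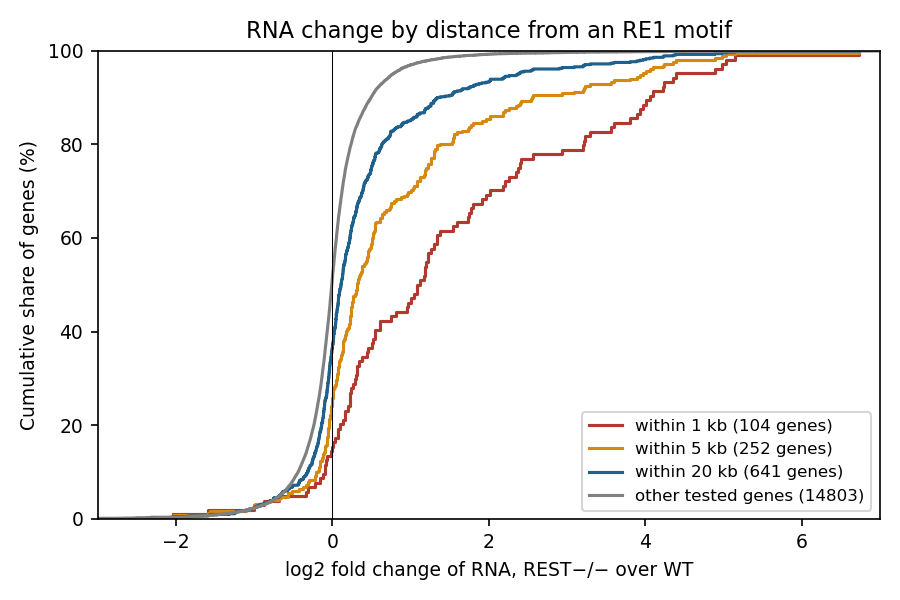
Cumulative share of genes (vertical axis, in %) against the log2 fold change of RNA in Rest−/− over WT ESCs (horizontal axis), for tested genes within 1 kb, 5 kb and 20 kb of an RE1 motif match and for the other tested genes. The curve of the 104 genes within 1 kb lies to the right of the others, with a median of 1.1.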

As expected, numerous REST target genes (binding site identified within 20 kb of the transcription start site) show an expected increase in expression levels in *Rest*^*−/−*^ ESCs. However, the expression data show no correlation with changes in H3K27me3 levels, either at the REST-binding site (Figure 3A) or at the TSS (Figure 3B). 

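The relation of RNA to H3K27me3 was computed across genes, which are not independent replicates. H3K27me3 changes are printed under Figure 1D, and 9 of those REST-bound genes passed the filter on low counts. Across these 9 genes, Pearson's r between the log2 fold changes of RNA and of H3K27me3 over broad regions was -0.33 (exact permutation test, two-sided p = 0.378, and 0.757 after Benjamini-Hochberg adjustment over the 4 chromatin marks compared with RNA). Spearman's rho was -0.32 (exact permutation p = 0.410, adjusted 0.710). Without Dner and Prune2, the 2 genes farthest from the median H3K27me3 change, r was 0.030. Within replicate 1 r was -0.54 and within replicate 2 it was -0.46. With the H3K27me3 changes measured over narrow regions r was -0.37 (exact permutation p = 0.326), and with those from quantitative PCR it was 0.058 (exact permutation p = 0.890), so the sign was not determined. Over broad regions r was -0.0086 without the filter on low counts (permutation p = 0.977), -0.55 with at least 10 counts required in every library (exact permutation p = 0.170) and -0.16 without WT replicate 1. Npas4 had 2 and 3 counts in the WT libraries, so only a lower bound on its ratio of means is given, 31.1-fold higher in Rest−/− ESCs. It sets the mean Rest−/− CPM over the mean WT floor and leaves out the spread between Rest−/− libraries. With Npas4 at this bound, r was -0.34.
Table 2 lists genes by gain or loss of H3K27me3 in Rest−/− ESCs. All 12 genes that lost the mark and 8 of the 12 that gained it were tested. The mean log2 fold change of RNA was 1.75 for the genes that lost H3K27me3 and 0.54 for those that gained it, a difference of 1.22 (exact permutation test, two-sided p = 0.0385). The difference was 1.28 within replicate 1 and 1.16 within replicate 2. RNA was higher in Rest−/− ESCs for 11 of the 12 genes that lost the mark and for 6 of the 8 that gained it. Without the filter on low counts, which adds genes with counts at or near 0, the difference was 0.14 (exact permutation p = 0.848), and with at least 10 counts required in every library it was 1.17 (exact permutation p = 0.0622). From the comparison of RNA with H3K27me3 over all its REST sites and start sites, the paper concludes that the small changes in this mark have little effect on the expression of REST targets.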

From this analysis we conclude that even the small H3K27me3 changes observed due to the loss of REST have little effect on the expression of REST target genes, further supporting the functional independence of REST from Polycomb. When REST target genes are further categorized according to their promoter status regarding H3K27me3 and H3K4me3 (Young et al., 2011) in WT ESCs, it is evident that all classes of REST target genes are de-repressed, irrespective of other marks (Figure 3C). In comparison, REST target genes are not de-repressed in *Eed*^*−/−*^ ESCs (Ferrari et al., 2014) (Figure 3D), which show drastic decreases in the H3K27me3 mark. 

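The classes of Young et al. were not analysed here. The 16 genes of Figure 2 are grouped there by H3K27me3, and 13 of them passed the filter on low counts. Cacng2, Otop3 and Nxph1 did not, with at most 4 counts in any library. All 4 genes without H3K27me3 (Syp, Syt4, Snap25 and Scg3) were higher in Rest−/− ESCs, with a median log2 fold change of 3.93. Of the 4 genes whose H3K27me3 fell (Sarm1, Vgf, Galnt9 and Scn8a), all were higher, with a median of 2.25. Of the 4 genes whose H3K27me3 did not change, Npas4, Calb1 and Best2 were tested and all 3 were higher, with a median log2 fold change of 1.03. Calb1 had 12 and 1 counts in WT and 16 and 5 in Rest−/− libraries, and its log2 fold change of 0.95 moved from 0.05 to 3.35 as each library was left out in turn. Of the 4 genes whose H3K27me3 rose, Dner and Prune2 were tested. Dner had a log2 fold change of 0.91 (standard error 0.32, adjusted p = 0.729 from edgeR's quasi-likelihood test), and Prune2 had one of -0.035 (standard error 0.27), with a sign that changed with the library left out. The 4 genes without H3K27me3 rose more than the 9 tested genes with it, by a difference of means of 2.48 on the log2 scale (exact permutation test, two-sided p = 0.0476, not adjusted), which was 2.58 within replicate 1 and 2.35 within replicate 2. This comparison was added after the data had been seen. Cacng2, Otop3 and Nxph1, which the filter left out, all belong to the groups with H3K27me3. The comparison was not repeated under other filters, so its dependence on the filter is not known. The groups by direction of the H3K27me3 change were not compared with each other.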

Combined, these results support the conclusion that REST is the primary repressor of its target genes and the roles of Polycomb and the H3K27me3 mark are functionally dispensable for its activity.

**Figure 3.**
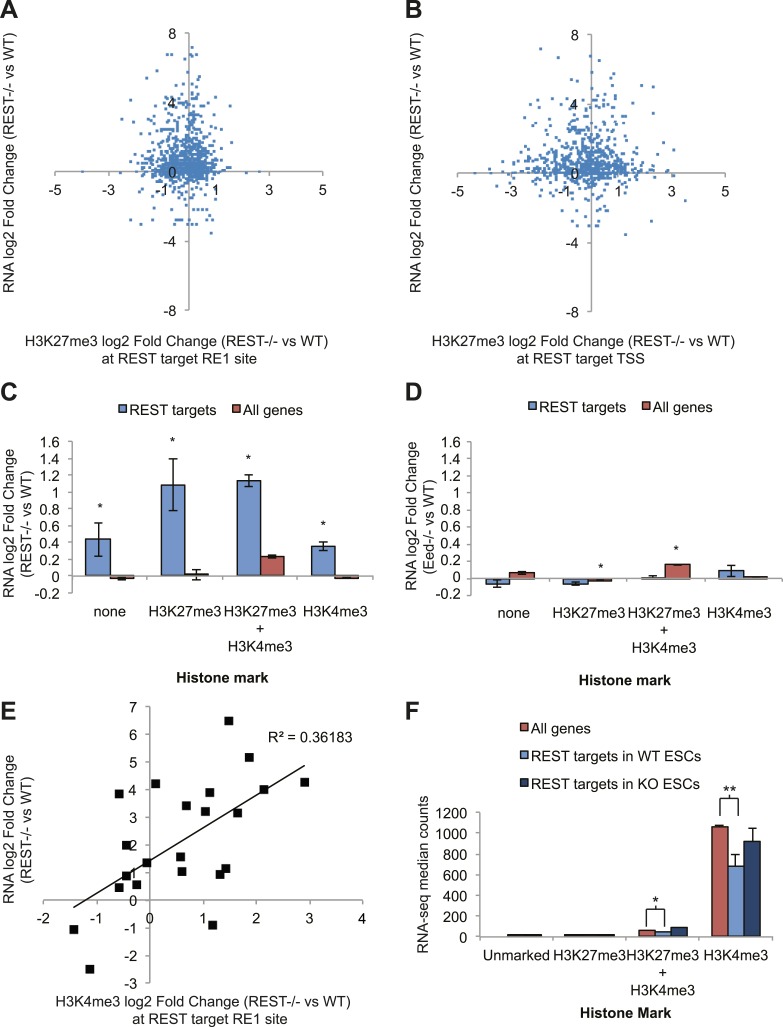
REST-dependent changes in expression of REST targets are correlated significantly with REST-dependent changes in H3K4me3, not H3K27me3. (**A**) RNA-seq log2(Fold Change) results for *Rest*^*−/−*^ ESCs are not correlated with changes in H3K27me3 levels at REST sites or (**B**) REST target transcriptional start sites (TSS). (**C**) All REST target genes are de-repressed in *Rest*^*−/−*^ ESCs regardless of H3K27me3 or H3K4me3 status. (**D**) In contrast, REST targets show no transcriptional changes in *Eed*^*−/−*^ ESCs, which have highly reduced levels of H3K27me3, and genes with this mark show significant increases in expression (p < 0.005). (**E**) Changes in H3K4me3 enrichment in *Rest*^*−/−*^ ESCs strongly correlate with REST target gene expression changes (p < 0.01). (**F**) Expression levels of H3K4me3-marked REST target genes are significantly reduced relative to H3K4me3-marked genes and de-repressed in *Rest*^*−/−*^ ESCs (*p < 0.05, **p < 0.001). **DOI:** http://dx.doi.org/10.7554/eLife.04235.013

Bivalent developmental genes that become activated during differentiation are proposed to lose the repressive H3K27me3 mark but maintain the active H3K4me3 mark. Having shown that the REST and Polycomb pathways were largely independent, we asked which REST-dependent chromatin marks at the ESC stage might influence transcript levels of these targets. To this end, we performed a multiple regression analysis to determine which chromatin changes due to the loss of REST at the ESC stage were most likely associated with the observed expression changes. From this analysis, only the chromatin mark H3K4me3 correlated significantly with the expression changes observed in *Rest*^*−/−*^ ESCs (p <0 0.02, Figure 3E). 

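The RNA log2 fold changes of the 13 genes tested were regressed on the changes in H3K9me2, H3K9ac and H3K4me3 printed under Figure 2. The coefficient of H3K4me3 was 1.52 (standard error 0.46, p = 0.00859 in a two-sided Freedman-Lane permutation test with 100000 permutations). The coefficients of H3K9ac, -0.81 (standard error 0.86, permutation p = 0.369), and of H3K9me2, 0.084 (standard error 0.56, permutation p = 0.887), were not distinguishable from 0. The 3 marks together gave an R² of 0.560. With H3K27me3 added, 9 genes had values for all 4 marks and the coefficient of H3K4me3 was 1.12 (exact permutation p = 0.0631). Alone, H3K4me3 had a Pearson's r of 0.72 with RNA across the 13 genes (permutation p = 0.00499, adjusted over the 4 marks 0.0200) and a Spearman's rho of 0.83 (permutation p = 0.00064, adjusted 0.00256). Without Prune2 and Vgf, the 2 genes farthest from the median H3K4me3 change, r was 0.66 (permutation p = 0.0258). It was 0.68 within replicate 1 and 0.64 within replicate 2. The setting that moved it most was the one without the filter on low counts, which adds Cacng2, Otop3 and Nxph1 and gave an r of 0.56 (permutation p = 0.0243). These relations are across genes of 1 comparison of genotypes, and the genes are not independent replicates. From its regression, the paper concludes that H3K4me3 alone among the marks followed the changes in expression.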

Further support for the importance of the H3K4me3 mark at REST targets is provided by the absolute levels of expression of REST target genes when categorized as above. Specifically, genes occupied by REST, marked either by just H3K4me3 or by H3K4me3 together with H3K27me3, show significantly lower expression levels than non-REST target genes (Figure 3F, p < 0.001 and p < 0.05, respectively). 

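Without division by chromatin marks, the 641 tested genes within 20 kb of an RE1 motif match had a median of 12.8 CPM in WT ESCs, against 21.2 CPM for the 14803 other tested genes. The medians of log2(CPM + 0.5) differed by -0.71 (two-sided permutation test, p = 0.0001, the smallest that 10000 permutations can give). The median of the 641 genes was 12.1 CPM in WT replicate 1 and 13.7 CPM in WT replicate 2. For the 104 genes within 1 kb, the WT median was 3.27 CPM and the difference -2.51 (permutation p = 0.0001). These medians depend on the filter on low counts. Over all genes with at least 1 count, a filter chosen for this value after seeing the data, the WT median of the genes within 20 kb was 6.54 CPM.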

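In Rest−/− ESCs the median of the 641 genes within 20 kb of an RE1 motif match was 16.4 CPM, with 16.2 CPM in replicate 1 and 17 CPM in replicate 2, while that of the other tested genes was 21.1 CPM. The difference of the log2 medians narrowed to -0.35 (two-sided permutation test, p = 0.0129). For the 104 genes within 1 kb the median was 8.72 CPM and the difference -1.23 (permutation p = 0.0013). The narrowing itself was not tested.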

When REST is deleted from ESCs, the expression levels of these H3K4me3-marked REST target genes are increased and approaches that of non-target H3K4me3-marked genes. This REST-dependent repression of H3K4me3-enriched promoters suggests that one of the primary functions of REST in ESCs is to counter RNA Pol II recruitment and maintenance of this activating mark.

### REST antagonizes H3K4me3 through the activity of histone deacetylases

Despite functioning independently, Polycomb and REST repressor complexes in ESCs can generate similar downstream molecular effects by blunting H3K4me3 signaling at transcriptionally poised genes required for differentiation to proceed. To identify the mechanism for the increases in H3K4me3 after the loss of the REST complex, we monitored H3K4me3 levels at REST sites in ESCs that were mutant for the co-repressors G9a, Kdm1a, or HDACs (Figure 4A). We used the histone deacetylase inhibitor trichostatin-A (TSA) as a proxy for HDAC loss, due to the redundancy of HDAC family members (Montgomery et al., 2007). Only TSA treatment correlated significantly with increased H3K4me3 (p < 0.01, Figure 4B), consistent with previous studies that have indicated a negative interaction between de-acetylation at lysine 9 by HDAC activity and trimethylation at lysine 4 (Lee at al., 2006b). As expected, we also observed elevated acetylated H3K9 levels at RE1 sites after TSA treatment (Figure 4—figure supplement 1). Additionally, we utilized gene expression data sets published previously to analyze the transcriptional consequences of co-repressor removal. This analysis revealed that REST targets are de-repressed only in the absence of HDAC activity, but not when G9a and Kdm1a are mutated (Figure 4C). By focusing on those genes for which we observed H3K4me3 effects, we also found a significant correlation between the magnitude of the change in RNA levels when REST is deleted and that when histone deacetylase activity is strongly inhibited by TSA (p < 0.005, Figure 4D). These results suggest that REST repression in ESCs is mediated primarily by recruited HDACs that serve as a counterbalance to H3K4me3 levels and basal RNA polymerase II activity, although the nature of the cross-talk between HDACs and H3K4 trimethylation in this context awaits future investigation.

**Figure 4.**
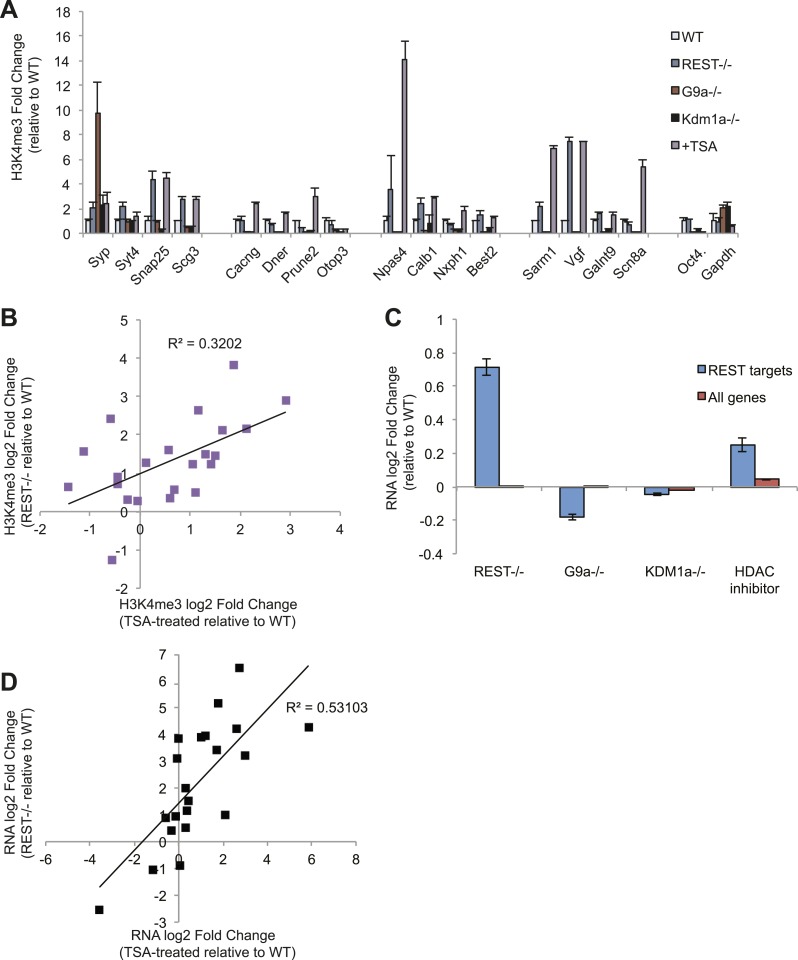
REST antagonizes H3K4me3 in ESCs through histone deacetylase activity. (**A**) Only treatment with the histone deacetylase inhibitor trichostatin-A (TSA) results in the increased H3K4me3 enrichment seen in *Rest*^*−/−*^ ESCs. The active *Oct4* and *GAPDH* promoter regions that lack RE1 sites were included as control regions enriched for H3K4me3. (**B**) Changes in H3K4me3 enrichment at RE1 sites due to the loss of REST are significantly correlated with those due to TSA treatment (p < 0.01). (**C**) Microarray analysis reveals that HDAC inhibition by trichostatin-A (TSA) preferentially de-represses REST targets, unlike the loss of G9a or Kdm1a. (**D**) Changes in expression of select REST target genes due to REST loss significantly correlate with changes in expression due to HDAC inhibition with TSA (p < 0.001). **DOI:** http://dx.doi.org/10.7554/eLife.04235.014

**Figure 4—figure Supplement 1.**
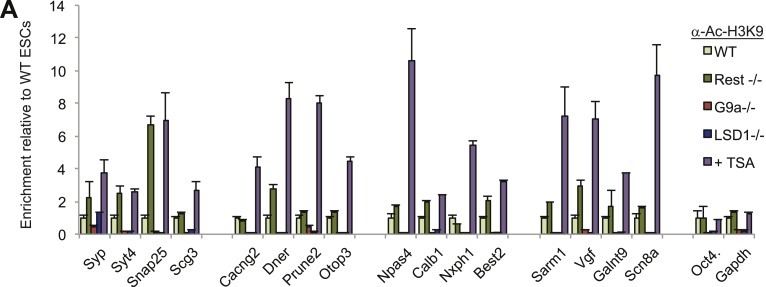
H3K9ac levels increase after TSA treatment. (**A**)H3K9ac enrichment is increased after treatment with histone deacetylase inhibitor trichostatin-A (TSA) but not when other co-factors are eliminated from the REST complex. **DOI:** http://dx.doi.org/10.7554/eLife.04235.015

## Discussion

The Polycomb-mediated bivalent pattern of histone modifications, consisting of H3K4me3 and H3K27me3, has been proposed as a central mechanism for maintenance of a poised transcriptional status in undifferentiated stem cells. However, a study on early zebra fish embryos showed that only 36% of inactive gene promoters were associated with a bivalent histone modification pattern, while 28% exhibited enrichment of H3K4me3 alone, yet remained inactive (Vastenhouw et al., 2010). This suggests that in addition to PRC2, alternative repressor mechanisms exist for recruiting chromatin modifiers to poised genes, although such proteins have not been identified. We propose that the REST/HDAC repressor mechanism represents one such alternative mechanism for genes in the neuronal lineage. By extension, our results indicate that both neuronal cell fate determining genes and neuronal genes expressed later in the differentiation program are poised in ESCs, albeit by different mechanisms.

We identified three classes of REST-bound sites: 1) sites that lacked trimethylation at either H3K4 or H3K27, 2) sites that exhibited the bivalent modification pattern H3K4me3 and H3K27me3, and 3) sites marked by H3K4me3 only (Figure 1—figure supplement 3D). The first class, lacking trimethylation, was preferentially located distal to promoter regions. Preliminary studies on these distal sites show that some overlap with the enhancer mark H3K4me1 and/or H3K27ac (data not shown), potentially indicating a role for REST-directed repression at specified distal enhancer regions, an intriguing hypothesis that awaits future analysis. However, because it is currently unclear which promoters/genes these distal sites regulate, we focused on the other two subclasses, which were located within 20 kb of annotated TSSs. The majority of these REST-associated regions were enriched for H3K4me3, consistent with our idea that the balance of REST-recruited HDACs and H3K4me3 was sufficient to poise neuronal genes independent of Polycomb.

The REST-bound promoters with H3K27me3 raised the possibility of a functional link between REST and PRC2 in ESCs at these sites. Additionally, a previous report that the ncRNA HOTAIR can link REST and PRC2 suggested that ncRNA-mediated interactions in ESCs could result in PRC2 recruitment to REST-bound RE1 sites, and conversely, that REST complexes could be recruited to PRC2 bound regions independent from recognition of the RE1 motif (Tsai et al., 2010). Our results are not consistent with either of these scenarios. First, REST-binding sites within the ESC genome appeared to be dependent exclusively on the underlying DNA sequence, because REST binding was correlated strictly with the presence of RE1 motifs. Second, the Polycomb complex member Eed, which is required for H3K27me3 deposition (Montgomery et al., 2005), was absent from the REST complexes characterized by mass spectrometry and co-immunoprecipitation, undermining the likelihood of either repressive complex directly targeting the other. Third, only a minority of REST-bound sites was associated with H3K27me3 enrichment and PRC2 localization (∼3%). Moreover, H3K27me3 was not preferentially enriched at regions with multiple RE1 sites and thus did not show strong association with REST. Finally, more than 97% of the RE1 sites associated with PRC2 in wild-type cells also showed H3K27me3 enrichment in *Rest*^*−/−*^ ESCs, including at gene promoters, indicating that REST was not required for PRC2 recruitment at these regions. Taken together, we conclude that REST and PRC2 act largely independently, even at shared target genes, in ESCs.

The term ‘developmental regulators’ has been used to describe Polycomb targets in ESCs (Boyer et al., 2006; Lee et al., 2006a). Therefore, we considered the possibility that the small subclass of REST/PRC2 targets might represent a specialized set of genes for promoting neural development. Gene ontology analysis, however, revealed no apparent distinction between biological functions in this subclass and the biological functions associated with the REST pattern alone. Both subclasses contained genes known to influence neurodevelopment, many of which persist in the adult nervous system, as well as other categories considered to be late neuronal genes involved in mature neuronal function, such as synaptic components and voltage-gated channels. Thus, PRC2 does not specifically target regulators of neurodevelopment within the REST-regulated network of genes.

Different criteria used to define and quantify H3K27me3 domains may explain the discrepancies between our conclusions and those of others suggesting that REST mediates PRC2 recruitment in ESCs (Dietrich et al., 2012). A critical distinction is that our analysis defined H3K27me3-enriched regions before comparing the computed H3K27me3 signals between WT and *Rest*^*−/−*^ ESCs. By applying this initial binary condition, our analysis avoids the contribution of fluctuations in background signal. We argue that comparing the computed H3K27me3 ChIP-seq signals at all REST sites without considering initial H3K27me3 background signal would always find some level of relationship between REST and PRC2 and therefore eliminate the null hypothesis a priori. Therefore, we limited our comparisons of H3K27me3 domains to regions that also showed the clear presence of PRC2 activity in WT ESCs. Additionally, the loss of REST may generate small but reproducible effects in measured histone modifications due to local changes in nucleosome density, rather than actual changes in a specific modification (Zheng et al., 2009). Similar to a recent study that showed the presence of REST evicts nucleosomes at RE1 DNA sequence motifs (Valouev et al., 2011), we evaluated in vivo nucleosome positioning in ESCs and found that phasing of nucleosomes centered at RE1 motifs was displaced in *Rest*^*−/−*^ cells (data not shown). Therefore, although it can appear that PRC2 activity is increased specifically at RE1 sites by the loss of REST (Dietrich et al., 2012); this likely reflects a secondary consequence of the gain of a nucleosome at the RE1 site, due to the loss of the REST protein and subsequent fill-in of its footprint by a single histone octamer. How REST-associated nucleosome positioning generally affects gene expression is not yet known, but there are well-documented examples in lower eukaryotes of dynamic nucleosome positioning as a mechanism of gene regulation (Bai and Morozov, 2010).

In addition to maintaining nucleosome-depleted regions, our results indicate that REST likely counterbalances RNA Pol II activity primarily through recruitment of histone deacetylase activity in undifferentiated cells, echoing results observed in human T cells (Zheng et al., 2009). Acetylated histone tails have been shown to interact with bromodomains of transcription factors, such as Brd4, which promotes recruitment of Mediator complexes or positive transcription elongation factor b (P-TEFb) and release of paused RNA Pol II (Jang et al., 2005; Yang et al., 2005; Wu and Chiang, 2007). These interactions may explain the observed dependence of H3K4me3 on TSA and H3K9 acetylation.

The net transcriptional effect on genes in *Rest*^*−/−*^ ESCs was variable and depended on the locus (Johnson et al., 2008; Jorgensen et al., 2009), which is likely due to specific activators being present or absent in ESCs, as well as additional repressive mechanisms that may be acting at the same target. However, changes in the H3K4me3 mark (and histone acetylation) due to the loss of REST were significantly correlated with changes in gene expression, while the other histone modifications we analyzed were not. This suggests that REST-directed repression of H3K4 methyltransferases or activation of H3K4me3 demethylases is important to restrict the amount of expression from these genes. 

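The 13 tested genes of Figure 2 differed widely in their response, with Prune2 at the low end and Scg3 at the high end. Vgf, on chromosome 5 of mm9 from 137506165 to 137509221, rose from 10.3 ± 1.39 CPM (SD, n = 2) in WT to 199 ± 2.54 CPM (SD, n = 2) in Rest−/− ESCs. Syp, which encodes the synaptic vesicle protein synaptophysin, lies on chromosome X from 7215597 to 7230382 and carries the RE1 match CAGCACCGTGGACAG inside the gene at 7215865 to 7215879. It rose from 10.9 ± 3.81 CPM to 101 ± 3.02 CPM (SD, n = 2 each), a log2 fold change of 3.21 (standard error 0.30), which was the median of the 13 genes, with an adjusted p of 0.109 over all genes and of 0.00114 adjusted over the 33 tested REST-bound genes alone, both from edgeR's quasi-likelihood test. X-linked genes taken together had a lower median in Rest−/− ESCs, -0.40 on the log2 scale. Scn8a had a log2 fold change of 0.45 (standard error 0.34), between 0.17 and 0.75 over the fits that each left out 1 library. It was not distinguishable from unchanged in edgeR's quasi-likelihood test. The difference was 0.45 within replicate 1 and 0.41 within replicate 2. The spread between replicate numbers limits what that test can call, so it does not show that Scn8a was unchanged. Among the other REST-bound genes, Celsr3 rose by 3.00 and Smpd3 by 3.91 on the log2 scale, whereas Mapt had a log2 fold change of -0.48 (standard error 0.16, adjusted p = 0.707 from the same test).

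**Figure D2:**
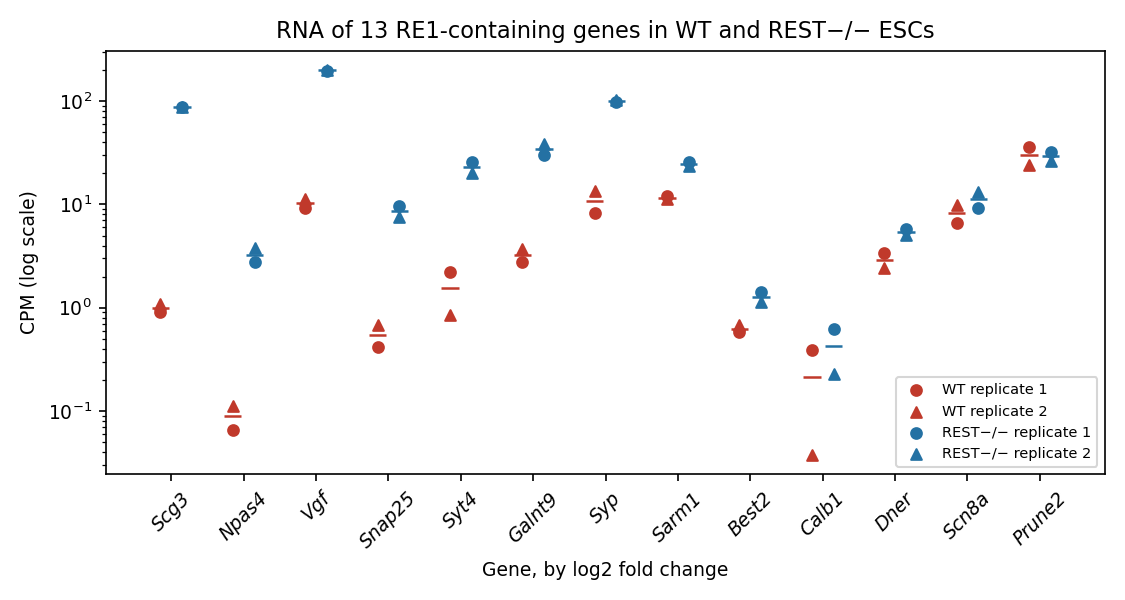
CPM of each of the 13 tested genes of Figure 2 (vertical axis, log scale) in the WT and Rest−/− libraries, with genes ordered by log2 fold change. Points are single libraries and short lines are means of 2 libraries. Scg3, with the largest change, and Prune2, with the smallest, are at the ends.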

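Across the 13 genes, RNA and H3K9ac changes had a Pearson's r of 0.13 (two-sided permutation p = 0.688, adjusted over the 4 marks 0.915) and a Spearman's rho of 0.16 (permutation p = 0.596, adjusted 0.710). Without Snap25 and Scg3, the 2 genes farthest from the median H3K9ac change, r was 0.34 (permutation p = 0.308). It was 0.17 within replicate 1 and 0.089 within replicate 2. For H3K9me2, r was -0.032 (permutation p = 0.915, adjusted 0.915) and rho was -0.11 (permutation p = 0.710). It was 0.062 without Snap25 and Npas4, 0.14 within replicate 1 and 0.023 within replicate 2. With at least 10 counts required in every library it was 0.17 (permutation p = 0.615), so its sign was not determined by these data. Neither relation was distinguishable from 0 in these comparisons across genes.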

A potential candidate demethylase is SMCX (Jarid1C), which binds REST in HeLa cells and can regulate promoter H3K4me3 levels (Tahiliani et al., 2007), although we found no evidence of SMCX binding in our mass spectrometry results. In addition, there is evidence that H3K4me3 ‘primes’ non-expressed genes for acetylation and increased gene expression after histone deacetylase loss (Wang et al., 2009; Lopez-Atalaya et al., 2013). Thus, as neuronal differentiation proceeds and REST/HDAC levels on target chromatin decrease dramatically, those genes previously marked with H3K4me3 increase this mark simultaneously with H3K9 acetylation in a rapid feed-forward mechanism.

Based on our results, we propose that the loss of the REST or Polycomb repressor complexes from different sets of genes, in conjunction with the recruitment of transcriptional activators, allows for finely tuned, graded expression changes over the course of differentiation. In stem/progenitor cells, REST is a key repressor of genes crucial to the terminally differentiated neuron, while PRC2 is a repressor of a REST independent pathway regulating pro-neural genes that are required at earlier differentiation stages (Mohn et al., 2008). Finally, ‘terminal selector’ genes, which are transcriptional activators in mature neurons, also drive their own expression to maintain the terminally differentiated phenotype (Hobert, 2011). 

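The mouse Rest gene lies on the plus strand of chromosome 5. In mm9, a match to 11 of the 12 informative positions of the RE1 motif, CAGCACCCAGGTCAG, lies inside the gene on the same strand, from 77706124 to 77706138, which is 10910 bp from the nearest annotated start site. No match to all 12 positions lay within 20 kb of a Rest start site. Matches to at least 11 positions are common, with 20339 in the genome. Of the tested genes, 6429 had one within 20 kb of a start site. The match alone therefore does not show that REST binds there.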

In a similar but reversed case, the *REST* gene, which itself contains a REST-binding site, may function to reduce its own expression so that differentiation can proceed unidirectionally.

It will be interesting in the future to see whether repressors in other cell lineages play similar roles in poising terminal genes in stem/progenitor cells. A recent study has suggested that structural genes encoding mature cardiac cell functions are regulated primarily by transcriptional activators rather than by H3K27me3 (Paige et al., 2012). An alternative possibility, based on our study, is that these temporally delayed cardiac genes are repressed by factors, still to be identified, which recruit chromatin modifiers other than Ezh2 in order to balance the activation mark in stem cells. In neurons, direct reprogramming can occur by introducing pro-neural (Ascl1) along with terminal genes (e.g. Myt1l) into somatic cells (Vierbuchen et al., 2010) perhaps because they represent distinct regulatory pathways. Better knowledge of the factors regulating terminally differentiated gene chromatin could provide insight into the mechanisms underlying direct reprogramming of fibroblasts into different types of cells (Nam et al., 2013).

## Materials and methods

### Construction of Flag-BioT-mREST (pFBmR)

Mouse REST (mREST) CDS, lacking the start and stop codons and flanked by BamH1 sequences, was amplified from pcDNA3.1A(−)-mREST-Myc-His (Mandel, unpublished) using the following PCR primers: 5′- GCG CGG ATC CCC ACC CAG GTG ATG GGG CA -3′ (JL70112a) and 5′- GCG CGG ATC CCT ACT CCT GCT CCT CCC GC -3′ (JL70705a) (underlined are BamHI sites). The fragment was cloned into a TOPO-TA vector, released by BamH1, and then cloned in frame into the BamH I site in pEFrFLAG-BIOpGKpuropAv1 (pFL-Big) (Wang et al., 2006), kindly provided by Jianlong Wang and Stuart Orkin (Harvard Medical School).

### Generation of a Flag-BioT-REST-expressing ESC cell line

The pFL-Big plasmid was kindly provided by Jianlong Wang and Stuart Orkin (Harvard Medical School), the N6 and N8 ESC lines were provided by Zhou-Feng Chen, (Washington University in St. Louis). Plasmid pFBmR was linearized with Sca I and transfected with Lipofectamine 2000 (Invitrogen, Carlsbad, CA) into BirA-J1 ES cells that stably express the *Escherichia coli* Bir A ligase (Wang et al., 2006) (kindly provided by Jianlong Wang and Stuart Orkin) and maintained in 15% FBS in DMEM (#11965; Gibco) supplemented with penicillin/streptomycin, 2 mM L-glutamine, non-essential amino acids (#M7145; Sigma), 0.1 mM 2-mercaptoethanol, 8 mg/l adenosine, 8.5 mg/l guanosine, 7.3 mg/l uridine, 7.3 mg/l cytidine, 2.4 mg/l thymidine, and 10 U/ml LIF (# ESG1107; Chemicon/Millipore) on tissue culture plates coated with 0.1% gelatin (Sigma). Stable BioT-REST expressing cells were selected in 2 µg/ml puromycin and individual clones were hand picked under a microscope. The clones were then screened by Western blot analysis for REST protein level, using an antibody raised against the C-terminus of hREST (Ballas et al., 2005). One clone expressing REST at levels ∼5 fold that of endogenous REST (clone #60) was used in the streptavidin pull-down experiment for mass spectrometric analysis.

### REST complex purification

ES cells expressing BioT-REST (clone #60) from 10, 15 cm dishes were used for each pull down. The cells were harvested and pelleted, then lysed in 2.5 ml cold lysis/binding buffer (0.5 mM EDTA, 150 mM NaCl, 0.5% Triton X-100, 10% glycerol, 1 mM NaF, 1 mM Na_3_VO_4_, 0.5 mM DTT in pH 7.5, 50 mM Tris–Cl with 1× Roche complete protease inhibitors cocktail) with the help of sonication on ice (4 rounds of 20 strokes, output 4, 40% duty cycle, Sonifier). The cell lysate was cleared by centrifuge at 4°C and incubated with buffer-exchanged 200 µl streptavidin M-280 magnetic beads (Dynal beads/Invitrogen) at 4°C for 3 hr in lysis/binding buffer. After the incubation, the beads were pelleted and washed three times with 1 ml cold lysis/binding buffer and three times with 1 ml cold PBS. The beads were then eluted twice with 200 µl and 100 µl elution buffer (1:1 (vol/vol) acetonitrile/H_2_O in 0.1% trifluoroacetic acid) at 65°C for 10 min. The two eluates were combined and SpeedVac dried under no heat and subjected to MudPIT analysis as powder. The parental BirA-J1 ES cells, which express *E. coli* BirA ligase but no BioT-tagged REST, were processed and analyzed in parallel as the negative control pull down.

### Proteomic analysis of REST complex

The eluted REST complex was solubilized in 8 M urea containing 10 mM dithiothreitol and incubated at 60°C for 30 min. The solution was cooled to room temperature and iodoacetamide was added to a final concentration of 15 mM and incubated at room temperature for 20 min in dark. The solution was then diluted to a final urea concentration of 2 M with 100 mM Tris–HCl. The proteins were digested with 1 μg of trypsin at 37°C overnight. The digestion was terminated by adding formic acid to 5%, and centrifuged. Half of the peptides containing supernatant were used for liquid chromatography coupled with mass spectrometry analysis to identify proteins. Peptides from each pull-down sample were pressure-loaded onto a 250 µm i.d. fused silica capillary column packed with a 3 cm, 5 µm Partisphere strong cation exchanger (SCX, Whatman, Clifton, NJ) and a 3 cm, 10 µm Aqua reversed-phase C18 material (Phenomenex, Ventura, CA), with the SCX end fritted with immobilized Kasil 1624 (PQ Corperation, Valley forge, PA). After desalting, a 100 µm i.d. capillary with a 5 µm pulled tip packed with a 10 cm, 54 µm Aqua C18 material was attached to a ZDV union, and the entire split-column was placed inline with an Agilent 1100 quaternary HPLC (Agilent, Palo Alto, CA) and analyzed using a modified, six-step multi-dimensional protein identification technology (MudPIT) described previously (Washburn et al., 2001). As the peptides were eluted from the microcapillary column, they were electrosprayed directly into an LTQ linear ion trap mass spectrometer (ThermoFinnigan, San Jose, CA) with the application of a distal 2.5 kV spray voltage. A cycle of one full-scan mass spectrum (400–1400 m/z) followed by 5 data dependent MS/MS scan at a 35% normalized collision energy was repeated continuously throughout each step of the multidimensional separation. The resulting MS/MS spectra were searched with the SEQUEST algorithm (Griffin et al., 1995) against a mouse IPI database (version 3.30, released at 28 June 2007) that was concatenated to a decoy database in which the sequence for each entry in the original database was reversed. The search parameters include a static cysteine modification of 57 amu and no trypsin specificity. The database search results were assembled and filtered using the DTASelect program (Tabb et al., 2002) requiring a protein level false discovery rate less than 1%, all peptides identified are required to be tryptic, and at least two peptides are required for a protein to be identified. Under such filtering conditions, no peptide hit from the reverse database was found.

### Cell culture

Mouse ESCs cultures, N6 (WT) and N8 (*Rest*^*−/−*^) (Jorgensen et al., 2009), were cultured in DMEM medium described above. ESCs were cultured on feeder layers of irradiated mouse embryonic fibroblasts and passaged three times on plates coated with 0.1% gelatin to eliminate MEFs before harvesting cells for RNA or chromatin purification.

### RNA-seq sample preparation and analysis

Total RNA was extracted using TRIzol (Invitrogen) followed by on-column DNAse treatment with RNase-free DNase and RNesay mini kit (Qiagen). 2 μg total RNA was used to make one sequencing library. Two biological replicates were made for each condition: WT ESC and *REST*^*−/−*^ ESC. Indexed libraries were prepared using the Illumina TruSeq RNA Sample Preparation Kit v2 (San Diego, CA). Four libraries were mixed at equal concentration and sequenced by an Illumina HiSeq 2000 sequencer at the OHSU Massively Parallel Sequencing Shared Resource (MPSSR). Reads were mapped using Subread (Liao et al., 2013) and gene counts assigned using FeatureCounts (Liao et al., 2014). Differential expression analysis was performed using edgeR (Robinson et al., 2010) with p-values assessed by both tag-wise and common dispersion analysis. Primary reads and mapped gene counts can be found at GSE59442.

### mRNA expression analysis

Total RNA was isolated by disrupting cultured cells with Trizol reagent (Invitrogen) followed by chloroform extraction and ethanol precipitation/wash according to the manufacturer's instructions. For each sample, 1 μg of purified RNA was used as template for first strand cDNA synthesis with random hexamer primers and SuperScript III reverse transcriptase (Invitrogen) following the standard manufacturer’s protocol. cDNA quantities were evaluated by quantitative real-time PCR measuring SYBR Green fluorescence on an ABI 7900HT. Following activation of the hot start polymerase at 95°C for 10 min, reactions were cycled 40 times at 95°C for 15 s and 60°C for 1 min. Experimental cDNA samples were run in triplicate. Primer sequences used for amplification are listed in Table 1—Source data 1. Relative gene expression for genes of interest (GOI) was calculated using the ΔΔCt method and normalized to Gapdh levels to control for variation in reaction inputs. Standard deviation of the normalized expression was calculated as; SD = (normalized value) × ln(2) × √((SD_Gapdh_)^2^ + (SD_GOI_)^2^).

### Chromatin Immunoprecipitation (ChIP) analysis

ChIP analyses were performed as described previously (Ballas et al., 2005). Briefly, cells were treated with 1% formaldehyde for 10 min at RT to form protein–DNA crosslinks. Crosslinking reaction was quenched by addition of glycine to a final concentration of 0.125 M and incubating for 5 min at RT, followed by two washes with PBS. Harvested cells were resuspended in nuclei isolation buffer (5 mM HEPES, pH 8.0, 85 mM KCl, and 0.5% Triton X-100) and incubated for 10 min on ice. Pelleted nuclei were resuspended in nuclei lysis buffer (50 mM Tris–HCl, pH 8.0, 10 mM EDTA, and 1% SDS) at an approximate concentration of 10^7^ cells per ml prior to shearing chromatin by sonication to a final size range of ∼100–750 bp. Chromatin lysate was diluted 1:10 with ChIP dilution buffer and specific antibodies were added for overnight incubation at 4°C. The following antibodies were used for immunoprecipitations: anti-H3K4me3 (07-473; Millipore), anti-Ac-H3K9 (H9286; Sigma), anti-2Me-H3K9 (ab1220; Abcam), anti-H3K27me3 (9733; Cell Signaling), anti-H3 (2650; Cell Signaling), anti-REST-C (Ballas et al., 2005; Otto et al., 2007), anti-Ezh2 (5246; Cell Signaling), LSD1 (Kdm1a) antibody from Yang Shi (Harvard Medical School). Protein A conjugated magnetic beads that had been blocked with BSA were used to purify immunocomplexed chromatin fragments by incubating with sample lysates for 3 hr at 4°C. Beads were sequentially resuspended in low salt, high salt, and LiCl wash buffers followed by two final washes in TE buffer. Immunoprecipitated chromatin was eluted from the beads resuspended in elution buffer (50 mM Tris HCl, pH 8.0, 100 mM NaHCO_3_, 1% SDS, and 200 mM NaCl) during reversal of formaldehyde crosslinks by overnight incubation at 65°C. Elutions were treated with RNase A (1 hr at 37°C) and proteinase K (2 hr at 55°C) prior to a final purification of DNA by column chromatography (Qiagen PCR Purification). Quantities of immunoprecipitated DNA were measured relative to signal from input samples by real-time PCR and analyzed using the ΔΔCt method. Primer sequences used for ChIP analysis are listed in Table 1—source data 1.

### Statistical analysis

Data were analyzed using linear regression analysis (Figures 3E, Figure 4B,D), or Student's *t*-test (all other figures). A threshold of p < 0.05 was interpreted as significant.

### ChIP Seq analysis

ChIP-isolated DNA was pooled (three technical replicates done in parallel from each of the two independent biological replicates) and fragments were processed to blunt ends followed by A-tailing to facilitate ligation of Illumina oligo adapters. PCR amplification was run for 12–14 cycles with primers complementary to adapter sequence to amplify the pool of ChIP DNA with addition of the adapter sequence. PCR products in the range of 200–300 bp were isolated by agarose gel electrophoresis followed by gel extraction. 5 ng of sheared DNA purified from chromatin samples without immunoprecipitation was also processed in this manner as an input control. DNA fragments were sequenced using the Illumina Genome Analyzer II platform. The number of unique reads aligned to the mm9 assembly for each ChIP-Seq was: REST (WT ESC) 11,954,736, H3K27me3 (WT ESC) 17,893,323, H3K27me3 (*Rest*^*−/−*^ ESC) 14,102,052, and Input (WT ESC) 12,092,824. Raw reads were aligned with Bowtie and only uniquely mapped reads were kept. After alignment, PeakRanger (Feng et al., 2011) and MACS (Zhang et al., 2008) were used to call peaks and the overlap peak set was retained. Overlapped regions may have different boundaries. To identify H3K27me3 peaks conserved between cell lines and called by independent means, we used only those MACS-called peaks that overlapped between our H3K27me3 peak set and those identified by the Encode project (Grant et al., 2011). To find the genomic regions with increased levels of H3K27me3 after REST knock out, the H3K27me3 ChIP in REST knock-out is used as the ‘treatment’ and H3K27me3 ChIP in wild-type as the ‘control’ for both of the two software programs and the same significance threshold was set for both. The data sets were then swapped and analyzed for regions with decreased levels of H3K27me3. To get the reads for histograms shown in Figure 1—figure supplement 3A, the ‘wig’ module of PeakRanger parsed all aligned reads and counted reads within the specified regions. To find the REST-binding motif (RE1), REST peak coordinates were used as input for FIMO (Grant et al., 2011). Previously published ChIP-seq data sets used in the analysis of H3K27me3 were GSE51006 (Ferrari et al., 2014), GSE48172 (Hu et al., 2013), GSE27341 (Arnold et al., 2013), and GSE49431 (Kaneko et al., 2013). Previously published ChIP-seq data set used in the analysis of PRC2 components was GSE49431 (Kaneko et al., 2013). Previously published ChIP-seq data sets used in the analysis of REST complex components were GSE27841 (Whyte et al., 2012) and GSE24841 (Williams et al., 2011). Previously published ChIP-seq data set for H3K4me3 peaks was GSM1003756 (Stamatoyannopoulos et al., 2012). Data were collected as or converted to bigwig format using a combination of BEDtools (Quinlan and Hall, 2010), SAMtools (Li et al., 2009), and analyzed using the bigWigAverageOverBed module from the Kent source tools available from the UCSC genome browser (Kent et al., 2010).

### Gene ontology analysis

Gene lists derived from methods above and previous publications (Young et al., 2011) were formatted and uploaded to the AMIGO GO Enrichment tool and analyzed for enrichment in biological processes (Carbon et al., 2009).

Funding was provided by the Howard Hughes Medical Institute and the National Institutes of Health.

How the deposited data were processed for this re-analysis (not part of the article)

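RNA was measured in 2 WT and 2 Rest−/− mouse ESC libraries. The authors extracted total RNA, prepared indexed TruSeq libraries, pooled the 4 libraries at equal concentration on an Illumina sequencer, mapped the reads with Subread and assigned them to genes with featureCounts. The values they deposited are whole-number counts per Entrez gene identifier, without normalization. The count table had 26301 rows with a gene identifier, and 368 rows with no identifier and no values, which were left out.

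Gene symbols came from the table and from the RefSeq gene table of GRCm38.p6, used for names alone, which matched 24191 identifiers. Positions came from GENCODE M1 on NCBIM37 (mm9), the assembly of the paper's ChIP-seq, where 22798 identifiers holding 96.3% of the counts matched 1 gene. RE1 motif matches were searched on both strands of that genome, at all 12 informative positions of the 15-base motif or at 11 or more. The REST regions of the paper's supplement were read in part, and used to look up single genes.

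From the counts, differential expression was computed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test without pairing, prior count 0.125, Benjamini-Hochberg adjusted p under 0.05). Gene lists were tested with camera at a preset correlation of 0.01, camera with an estimated correlation, and fry (limma 3.58.1). A list's median was also set against 10000 random lists in which each gene was replaced by one of the 100 tested genes nearest in mean expression or, where stated, in expression, GC content and transcript length. Correlations with the chromatin changes printed in the paper used 100000 permutations, or all permutations for 9 genes, and the regression used the Freedman-Lane method (Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3). Near-identical copies of 3 ribosomal protein genes were found with BLAST+ 2.17.0, at 90% identity or more over at least 80% of the coding sequence, and Rps15a-ps5 and Rps15a-ps8, which have no position in the annotation, were added by name. Comparisons of single libraries used log2(CPM + 0.5).

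The tests were checked on simulated counts with 200 genes changed by 2 on the log2 scale. Without a shift between replicates, edgeR's quasi-likelihood test recovered 100% of them, with 3.38% false calls among 207. The motif search found 29 of 29 planted exact copies of the motif. This checks the code, and not the share of REST-bound sites that match. Of 300 simulated unrelated pairs of 13 values, 4.0% had a permutation p under 0.05.

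The genotype of each library came from the labels and the paper. The genes named are all those of lists copied from the paper, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among those with adjusted p under 0.05, a mean of at least 1 CPM in the higher genotype and both libraries of one genotype above both of the other (only Rpl29 was lower). Unc13a, Unc13b, Rps3a1, Rps3a2, Rps3a3 and Xist fall outside this rule and were chosen after their values were seen. Gene lists for pluripotency, primitive endoderm, feeder fibroblasts, Y-linked genes, the REST complex and PRC2 were written before the counts were read. The alternatives tried were RLE, upper quartile and library-size scaling, 2 other filters on low counts, edgeR's exact test with tag-wise and common dispersion, DESeq2 1.42.0, the replicate number as a block, a prior count of 2, a threshold on the log2 fold change, other RE1 definitions and each library left out in turn. Depth was similar across libraries, and counts of 3 or fewer in both libraries of a genotype were treated as a floor, which covers counting error alone. ChIP, mass spectrometry and the data of other mutants or inhibitors were not analysed here.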

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

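The tests of explanations in this part were chosen after the results they bear on had been seen.

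X-linked transcripts were lower in Rest−/− ESCs, in data the paper does not discuss. The median log2 fold change of 551 tested X-linked genes was -0.40, a ratio of 0.756, against medians from -0.02 to 0.08 on the chromosomes other than X and 8. It was -0.38 within replicate 1 and -0.33 within replicate 2, and -0.19 without WT replicate 1 and -0.59 without Rest−/− replicate 1. The tables argue against GC content, transcript length or expression level as its source, since 10000 lists of other genes matched on all 3 had a central median of -0.0047 and none was as low. All 9 windows of 20 Mb along X had a negative median, from -0.48 to -0.27, in both replicate numbers. A difference in the dose of the whole chromosome, such as loss of an X in part of the cells, may underlie it, and a difference between the lines that is tied to REST remains open as untested. Xist had 930 and 274 counts in WT and 234 and 72 in Rest−/− libraries, and Y-linked genes had at most 4 counts in any library.

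Transcripts of chromosome 8 were lower too, with a median log2 fold change of -0.13 over 786 genes, a ratio of 0.911. It was -0.14 within replicate 1 and -0.11 within replicate 2, and -0.085 without Rest−/− replicate 1 and -0.20 without Rest−/− replicate 2. Lists matched on GC content, length and expression had a median of 0.01 (0.0101), and none was as low. All 7 windows of 20 Mb had a negative median, in both replicate numbers. A different number of copies of chromosome 8 in part of the cells of either line is a candidate explanation, and karyotypes were not analysed here.

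The primitive endoderm list was higher in Rest−/− ESCs, which the paper does not report. Its 10 genes had a median log2 fold change of 0.79, and all 10 were higher. Dab2 has no position in the annotation, so its distance to an RE1 match was not measured. None of the other genes of the list had a 12-position RE1 match within 20 kb. The median was 0.49 without WT replicate 1 and 1.32 without WT replicate 2. Camera with a preset correlation gave p = 1.7e-08 and fry p = 0.0424, while camera with an estimated correlation gave p = 0.0513, and no gene passed the threshold over all genes. Of the list, 8 genes were at 1 CPM or more in WT ESCs. Carry-over of feeder fibroblasts cannot be told apart from a change in cell state. Against carry-over, the primitive endoderm list was higher by 0.60 within replicate 2 and by 0.98 without Rest−/− replicate 1, where the fibroblast list was at -0.097 and -0.45, but both comparisons rest on Rest−/− replicate 2 alone. Within replicate 1 both lists were higher, the primitive endoderm list by 1.16 and the fibroblast list by 1.86.

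Genes outside the paper's lists passed the threshold. Chrnb2 had a log2 fold change of 5.04 and Unc13a one of 3.95, with 516 and 396 counts in WT and 6998 and 4807 in Rest−/− libraries. The paper's listed REST regions overlap the start sites of both, at 89568264 to 89568558 on chromosome 3 and 74195517 to 74195825 on chromosome 8 of mm9. Reads shared with the paralog Unc13b would lower it by as many counts, and Unc13b changed by 0.20. Direct derepression of both genes remains a hypothesis.

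Rps3a1 had a log2 fold change of 3.18 and Rps15a-ps8 one of 6.94, while Rpl29 had one of -4.02. Rps3a1 and Rpl29 have near-identical copies. Rps15a-ps8 has no position in the annotation and was placed in the Rps15a family by its name, so its identity to the copies was not measured. The summed counts of Rps3a1, Rps3a2 and Rps3a3 changed by -0.13, with Rps3a3 falling from 16478 and 15322 to 7609 and 7180 counts, so reads assigned differently among the copies, for instance through a sequence difference between the lines, may account for Rps3a1. The summed counts of the Rpl29 family changed by -0.94, but 62 copies were found in the genome against 12 in the count table, so copies that were not counted cannot be told apart from a real fall. The summed counts of the Rps15a family changed by -0.038, and the counts gained by Rps15a-ps8 are too few to move that sum beyond its spread, so reassigned reads cannot be told apart from a rise there.

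Gm6594, a pseudogene on chromosome 17, had 2 and 2 counts in WT and 275 and 236 in Rest−/− libraries. Its change is given as a lower bound on the ratio of means, 102-fold higher, or 6.67 on the log2 scale. This sets the mean Rest−/− CPM over the mean WT floor, without the spread between Rest−/− libraries. The gene with Entrez identifier 100504526 had a log2 fold change of 7.61, from 7 and 4 counts to 1102 and 733. No explanation was tested for either gene.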

How the results depend on the processing

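The alternatives were set before the data were examined, except the lower bound for genes at the floor and the filters on expression levels, and the GC test was chosen after its result was seen. Where a value changed, the cause was not tested unless stated.

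The number of genes called depended on the test, the filter and the replicate block. Without a filter 49 genes were higher and 4 lower, and with 10 counts in every library 3 were higher and 0 lower (906 genes at an unadjusted p under 0.05). The exact test of edgeR called 203 higher and 71 lower with tag-wise dispersion, and 246 and 97 with common dispersion. DESeq2 called 180 and 58. All 9 genes called with the quasi-likelihood test were also called in each of these fits except that with 10 counts, which shared 3. Of the REST-bound genes named by the paper, 8 were called without a filter and 12 with each exact test and with DESeq2. Of the genes within 20 kb of an RE1 match, 2 were called with RLE and with upper quartile scaling, 14 without a filter, 0 with 10 counts, 59 and 64 with the exact tests, 51 with DESeq2, and 5 when 1 mismatch was allowed, where the median fell to 0.016. Across scalings, filters, tests and prior counts the median of the REST-bound genes lay between 0.95 and 1.07, and that of the RE1 genes between 0.092 and 0.12. Of the single genes tested, 10 gained significance with each exact test and with DESeq2 and 6 without a filter, and 3 lost it with 10 counts.

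The 2 libraries with the same replicate number have no stated link, so the pairing was checked. Deviations of same-numbered libraries from their genotype means correlated across genes (r = 0.807). Over the more abundant genes r was 0.849, and 0.795 after the GC trend was removed, so GC content does not account for most of it. Splitting the libraries by replicate number gave 1359 genes, against 9 by genotype. With the number as a block, 1308 genes were higher and 1313 lower, with 22 of the REST-bound genes and 186 of the RE1 genes called. The log2 fold change of Rest was then -0.52 with an adjusted p of 0.00166 in edgeR's quasi-likelihood test, against 0.441 to 1 over the other tests, scalings and filters. In simulated counts with this shift between replicates, the unblocked quasi-likelihood test called 0 of 200 changed genes, the exact test with tag-wise dispersion recovered 91.5%, and the blocked test recovered 100% with 5.21% false calls. The spread between replicate numbers therefore limits what the unblocked test can call.

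Relations with histone marks moved with the genes included. H3K4me3 kept a positive r with a permutation p under 0.05 under every scaling, filter and test. H3K9me2 against RNA changed sign with 10 counts (r = 0.17) and with a prior count of 2 (r = 0.011). For H3K27me3, r was -0.33 over broad regions, 0.058 with values from quantitative PCR, and over broad regions -0.0086 without a filter and -0.55 with 10 counts. The difference between Table 2 genes that lost and gained H3K27me3 was 0.14 without a filter and 1.17 with 10 counts, no longer past the threshold. The coefficient of H3K9me2 in the regression was -0.028 without a filter and -1.15 with 4 marks, and that of H3K4me3 was 1.12 with 4 marks, over 9 genes. Median levels of RE1 genes were 6.54 CPM (WT) and 8.14 CPM (Rest−/−) without a filter, and 16.0 and 19.5 CPM with 10 counts.

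Across the 4 fits that each left out 1 library, the median of the REST-bound genes ranged from 0.85 to 1.16 and that of the RE1 genes from 0.086 to 0.20. The mean of all genes ranged from -0.055 without Rest−/− replicate 1 to 0.098. The chromosome 8 median ranged from -0.20 to -0.085, the primitive endoderm list from 0.49 to 1.32, the pluripotency list from -0.19 to -0.0034, and the fibroblast list from -0.45 without Rest−/− replicate 1 to 2.43. Hes3 ranged from -0.10 to 0.68. The r of H3K4me3 ranged from 0.67 to 0.75, that of H3K27me3 from -0.40 to -0.16, and the regression coefficient of H3K4me3 from 1.50 to 1.59. The median level of RE1 genes was 16.2 and 17 CPM in the single Rest−/− libraries.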

Differences from the paper's values

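The paper gives 2136 REST regions, and the copy of its list analysed here holds 756.

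Fig. 3E shows a point at about -2.5 on the axis of RNA change, read by eye, at the H3K4me3 change that Figure 2 prints for Prune2, by which it was matched. The log2 fold change of Prune2 was -0.035 here. None of the alternatives set before the data were examined closed the gap.

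The paper states that RNA changes were unrelated to changes in H3K27me3. Across the 9 tested genes of Figure 1D, r was not distinguishable from 0 here either. It was -0.33 over broad regions (exact permutation p = 0.378) and 0.058 with values from quantitative PCR (exact permutation p = 0.890). The groups of Table 2 gave a different result. Over all tested Table 2 genes, those that lost H3K27me3 rose more than those that gained it, by 1.22 on the log2 scale (exact permutation p = 0.0385). The difference was 0.14 (p = 0.848 in the exact permutation test) without a filter on low counts and 1.17 (p = 0.0622 in the exact permutation test) with 10 counts in every library.

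The paper's Discussion states that changes in histone acetylation went with changes in expression, although its multiple regression found H3K4me3 alone significant. Here r between RNA and H3K9ac was 0.13 across 13 genes, and no alternative brought its permutation p under 0.05. The paper reports many REST targets as raised. Of its named REST-bound genes, 2 passed the threshold in the quasi-likelihood test, against 8 without a filter, 12 with edgeR's exact test under either dispersion, 12 with DESeq2 and more than these with the replicate number as a block. The legend of Figure 2 describes MageA8 as expressed in ESCs, and Magea8 had 8 and 4 counts in WT libraries and 1 and 0 in Rest−/− libraries.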

Other observations

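The test of GC content, transcript length and expression level was chosen after its result was seen. So was the count of fibroblast genes highest in a single library. The gene lists in this part were written before the counts were read.

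GC content, transcript length and expression level do not account for the rise of genes within 1 kb of an RE1 match. The 103 genes with values for all 3 had a median log2 fold change of 1.12, above the highest median of 10000 lists matched on all 3 measures, 0.22. Derepression by loss of REST remains a hypothesis for genes the paper does not name.

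The fibroblast list had a median log2 fold change of 1.60 over 8 tested genes. Col1a1 had 365 and 172 counts in WT and 1191 and 182 in Rest−/− libraries, and 7 of the 8 genes were highest in Rest−/− replicate 1. Without that library the median was -0.45. The pluripotency list had a median of -0.098, from -0.19 without WT replicate 2 to -0.0034 without WT replicate 1, and gave p = 0.00714 in camera with a preset correlation, 0.107 in camera with an estimated correlation and 0.0435 in fry. Zfp42 was at -1.36, with an adjusted p of 0.179 from edgeR's quasi-likelihood test, 1.8e-05 and 0.0386 from edgeR's exact test with tag-wise and common dispersion, and 6.0e-05 from DESeq2. The 20 genes of the list for the REST complex had a median of -0.060 (camera with a preset correlation, p = 0.283). That list includes the X-linked gene Kdm5c, at -0.35, which encodes SMCX. The paper reports no evidence that SMCX bound REST in its mass spectrometry. The 3 PRC2 genes had a median of -0.072 (camera with a preset correlation, p = 0.550).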
